# Redox-dependent Igfbp2 signaling controls Brca1 DNA damage response to govern neural stem cell fate

**DOI:** 10.1038/s41467-023-36174-z

**Published:** 2023-01-27

**Authors:** Weam S. Shahin, Shima O. Ebed, Scott R. Tyler, Branko Miljkovic, Soon H. Choi, Yulong Zhang, Weihong Zhou, Idil A. Evans, Charles Yeaman, John F. Engelhardt

**Keywords:** Neural stem cells, Developmental neurogenesis, Neural stem cells, Stem-cell research

## Abstract

Neural stem cell (NSC) maintenance and functions are regulated by reactive oxygen species (ROS). However, the mechanisms by which ROS control NSC behavior remain unclear. Here we report that ROS-dependent Igfbp2 signaling controls DNA repair pathways which balance NSC self-renewal and lineage commitment. *Ncf1* or *Igfbp2* deficiency constrains NSCs to a self-renewing state and prevents neurosphere formation. Ncf1-dependent oxidation of Igfbp2 promotes neurogenesis by NSCs in vitro and in vivo while repressing Brca1 DNA damage response genes and inducing DNA double-strand breaks (DDSBs). By contrast, *Ncf1*^*–/–*^ and *Igfbp2*^*–/–*^ NSCs favor the formation of oligodendrocytes in vitro and in vivo. Notably, transient repression of Brca1 DNA repair pathway genes induces DDSBs and is sufficient to rescue the ability of *Ncf1*^*–/–*^ and *Igfbp2*^*–/–*^ NSCs to lineage-commit to form neurospheres and neurons. NSC lineage commitment is dependent on the oxidizable cysteine-43 residue of Igfbp2. Our study highlights the role of DNA damage/repair in orchestrating NSC fate decisions downstream of redox-regulated Igfbp2.

## Abstract (web summary)

How reactive oxygen species regulate neuronal stem cell (NSC) behavior is poorly understood. Here, the authors report that Ncf1-dependent oxidation of Igfbp2 cystines represses DNA repair networks to regulate NSC self-renewal and cell fate decisions.

## Introduction

Self-renewal, differentiation, and survival of tissue-specific stem cells (TSSCs) are regulated by reactive oxygen species (ROS)^1–5^. However, the mechanisms by which homeostatic and disease-associated changes in ROS influence fates of TSSCs in particular organs, including the brain, remain poorly defined. Neural stem cells (NSCs) are particularly sensitive to changes in both intracellular and extracellular redox states at homeostasis and following injury^6–8^, and the NADPH oxidase complex (Nox/Ncf1) has been implicated as a major source of ROS that impact proliferation and differentiation of NSCs^6,9,10^. Nox2, the most studied Nox, transfers an electron from NADPH to molecular oxygen to generate superoxide. Thus, this pathway is extremely sensitive to oxygenation status and cellular metabolism, which can rapidly change following infarct. Superoxide can then be rapidly converted to hydrogen peroxide in the local environment through intracellular and extracellular superoxide dismutase enzymes, or spontaneous dismutation. Activation of Nox2 requires recruitment of cytosolic subunits including neutrophil cytosolic factor 1 (Ncf1/p47phox) and Rac1 to membrane-bound components (p22phox and gp91phox)^11^.

Multiple isoforms of Nox (1–4) are expressed in the brain where they appear to regulate NSC proliferation^12^. For example, ROS generated by Nox2 stimulates proliferation of neuronal progenitor cells (NPCs) and promotes neurogenesis in the adult midbrain^13^. In addition, ROS act to promote proliferation of adult hippocampal progenitor cells following Fgf stimulation^6^. Similarly, p53 temporally regulates neurogenesis by fine-tuning of cellular ROS levels in NSCs^14^, while inhibition of Nox significantly increases the area of developing cerebellar internal granule layer^15^. By contrast, persistently elevated ROS levels in FoxO null mice result in impaired self-renewal and premature depletion of NSCs^8^. NSCs and neurons maintain a certain level of DNA double-strand breaks (DDSBs) for proper function^16,17^, but it is unclear whether ROS impart DDSBs through specific signal pathways. The Ncf1 subunit has been shown to activate three of the Nox isoforms (Nox1, 2, and 3) found in the brain^10,11,18,19^. Thus, disrupting Ncf1 can inactivate multiple Nox isoforms. We sought to delineate the Nox-dependent determinants of NSC fate and the mechanism by which ROS influence neurogenesis. Our approach utilized *Ncf1* deletion for efficient inhibition of ROS production, and neurosphere formation as an index of lineage commitment toward dedicated neurosphere progenitors^20,21^.

In this work, we show that Ncf1-dependent ROS increases the bioavailability of Igfbp2, presumably through oxidation of cysteine 43 in Igfbp2. Igfbp2 in turn acts in an autocrine/paracrine manner to repress DNA repair pathways required for NSC neurosphere formation and the specification of neurons. Genetic disruption of *Ncf1* or *Igfbp2* enhances the expression of DNA damage response genes and the self-renewal of NSCs which fail to form neurospheres and differentiate with a bias toward oligodendrocytes. Our study provides support for a direct link between Ncf1-dependent redox control of Igfbp2 signaling and the downstream regulation of NSC fate decisions through suppression of the Brca1 DNA damage responses.

## Results

### Lack of Ncf1 reduces ROS and promotes proliferation in mouse subventricular zone (SVZ)

We first evaluated whether Ncf1 controls ROS production in mouse brain. Indeed, ROS levels in the subventricular zone (SVZ) and rostral migratory stream (RMS) of hydroethidine-treated *Ncf1*^*–/–*^ mice were significantly lower than WT mice (Supplementary Fig. 1a–c). To better understand the in vivo impact of Ncf1 on NSC biology, we evaluated proliferation in neurogenic niches of the adult mouse brain. Neurogenesis in the adult mammalian brain persists in two major niches, the subgranular zone (SGZ) of the dentate gyrus (DG) in the hippocampus and the SVZ of the lateral ventricle^22^. Adult *Ncf1*^*–/–*^ mice incorporated significantly more BrdU in the SVZ and RMS than WT mice, and this significantly correlated with elevated levels of the neurotrophic factor cystatin C in the cerebrospinal fluid of *Ncf1*^*–/–*^ mice (Supplementary Fig. 2a–c). Cystatin C is an extracellular cysteine protease inhibitor that stimulates the proliferation and self-renewal of NPCs^23^, and supports neuroprotection^24^.

These findings support a growing body of work implicating the redox state as a determinant of neural precursor cell fate^25^. Reducing conditions stimulate proliferation of NPCs, whereas mild oxidation has the opposite effect^26^. However, previous work has demonstrated that *Nox2*-deficient mice harbor reduced NPCs in the adult brain and produce fewer neurospheres in culture^27^. To better understand these differences between *Ncf1*^*–/–*^ and *Nox2*^*–/–*^ mice, we embarked on a series of in vitro studies evaluating NSC properties in culture.

### Ncf1 promotes NSC neurospheres formation and specification of neurons

We hypothesized that the lower levels of ROS in *Ncf1*^*–/–*^ NSCs would alter their in vitro growth properties and behavior. When plated at clonal density, single NSCs undergo self-renewal and specify committed progenitors that form neurospheres^20,21^. In contrast to WT NSCs, which formed abundant neurospheres in culture, *Ncf1*^*–/–*^ NSCs grew in sheets and formed fewer neurospheres (Fig. 1a, b). In addition, *Ncf1*^*–/–*^ NSCs expanded more rapidly than WT NSCs in culture (Fig. 1c). This led us to hypothesize that deletion of *Ncf1* enhances proliferation of NSCs, while repressing specification toward less proliferative dedicated progenitors that comprise the neurosphere. To test this, we assessed EdU incorporation, cell death, and the differentiation profile of NSCs. *Ncf1*^*–/–*^ NSCs showed higher proliferation and decreased cell death compared to WT NSCs (Fig. 1d–f). Differentiation of NSCs in culture produces neurons, astrocytes, and oligodendrocytes^28^. Interestingly, the granule cell layer (GCL) of the olfactory bulb of *Ncf1*^*–/–*^ mice contained increased numbers of newly born (EdU^+^) oligodendrocytes and fewer EdU^+^ neurons than WT counterparts (Supplementary Fig. 3a–f). Similarly, differentiation of *Ncf1*^*–/–*^ NSCs resulted in increased numbers of oligodendrocytes with decreased neurons (Supplementary Fig. 3g–k). Thus, Ncf1 reduces proliferation of NSCs while promoting their commitment to neurogenesis.

**Fig. 1:**
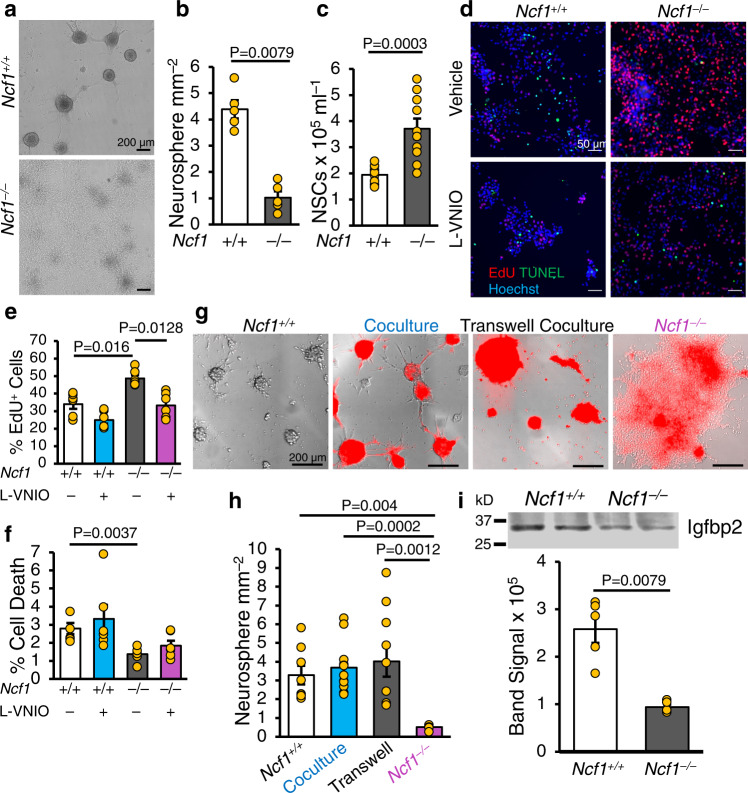
The Nox2 subunit Ncf1 facilitates neurosphere formation in a non-cell autonomous manner by regulating Igfbp2 secretion and activity. **a**–**c** Non-adherent cultures of primary postnatal forebrain NSCs were established from WT and *Ncf1*^*–/–*^ mice and 2^nd^ passage NSCs were grown for 11 days. **a** Photomicrographs of NSCs after 11 days in culture. **b** Quantification of neurospheres ≥60 µm in diameter (*n* = 5 donors). **c** Quantification of total cells in each NSC culture (*n* = 10 donors). **d**–**f** Monolayer cultures of 2^nd^ passage neonatal NSCs were grown for 3 days with L-VNIO (100 µM) or vehicle. NSCs were pulsed with EdU (5 µM) for 4 h before fixation. **d** Photomicrographs of EdU (Red) and TUNEL (Green) labeling. **e** Quantification of EdU^+^ NSCs. **f** Quantification of cell death (*n* = 6 donors). **g** Photomicrographs of NSC cultures 5 days after plating 2^nd^ passage of *Ncf1*^*–/–*^ Tomato^+^ NSCs, in either direct coculture or transwell insert coculture with *Ncf1*^*+/+*^ Tomato^*–*^ NSCs. **h** Quantification of neurospheres ≥60 µm in diameter (*n* = 8, 12, 10, and 6 donors in WT, coculture, transwell coculture, and *Ncf1*^*–/–*^ groups, respectively). **i** Western blot analysis and quantification comparing Igfbp2 levels in the conditioned medium 5 days after plating (*n* = 5 donors). The samples were derived from the same experiment and blots were processed in parallel. kD = kilodalton. Two-tailed Mann–Whitney U test (**b**, **c**, **i**) and Kruskal–Wallis (see Source data for full details) followed by Benjamini–Hochberg FDR multiple comparison posttest (**e**, **f**, **h**). Error bars indicate s.e.m. Scale: 200 µm. Source data are provided as a Source data file.

We next investigated whether *Ncf1* functioned in a cell-autonomous manner to regulate lineage commitment of NSCs to form neurospheres. Coculture of transgene-marked *Ncf1*^*–/–*^ NSCs with WT counterparts promoted the formation of clonal *Ncf1*^*–/–*^ and chimeric neurospheres (Fig. 1g, h). When NSCs of the two genotypes were separated by a transwell membrane, neurosphere formation by the *Ncf1*^*–/–*^ genotype was enhanced (Fig. 1g, h). Thus, Ncf1 promotes neurosphere formation in a non-cell-autonomous manner via a secreted factor.

### Ncf1-dependent ROS regulates the biologic activity of Igfbp2 and its ability to promote neurosphere formation from NSCs

To identify the Ncf1-dependent secreted factor required for neurosphere formation, we evaluated the NSC secretome by performing LC-MS/MS on WT and *Ncf1*^*–/–*^ NSC cultures. We found that insulin-like growth factor-binding protein 2 (Igfbp2) was undetectable in the secretome of *Ncf1*^*–/–*^ NSCs (Supplementary Data 1) and immunoblotting confirmed that Igfbp2 levels were significantly lower in *Ncf1*^*–/–*^ conditioned media compared to WT counterparts (Fig. 1i). Reasoning that Ncf1-dependent ROS influence the function and/or secretion of Igfbp2 by NSCs, we treated *Ncf1*^*–/–*^ NSCs with Igfbp2 or H_2_O_2_. Both conditions rescued neurosphere formation (Fig. 2a, b). The addition of Igfbp2 to WT NSCs resulted in the production of a greater number of neurospheres, and treatment with H_2_O_2_ had no effect on WT NSC cultures (Fig. 2b). Notably, regardless of genotype, treatment with H_2_O_2_ enhanced accumulation of Igfbp2 in the medium (Fig. 2b), suggesting that the production or secretion of Igfbp2 is redox-dependent. Moreover, supplementing the culture medium of *Ncf1*^*–/–*^ NSCs with native or oxidized Igfbp2, but not reduced Igfbp2, induced neurosphere formation (Fig. 2c, d). In addition, *Igfbp2*^*–/–*^ NSCs behaved similarly to *Ncf1*^*–/–*^ NSCs; both genotypes grew as self-renewing sheets and formed very few neurospheres, and transfection of *Igfbp2*^*–/–*^ NSCs with a plasmid harboring WT *Igfbp2* rescued neurospheres formation (Fig. 2e, f). To confirm that Igfbp2 is the downstream effector of ROS, we treated *Igfbp2*^*–/–*^ NSCs with H_2_O_2_ and observed no restoration in neurosphere formation (Fig. 2g, h). In addition, the GCL of *Igfbp2*^*–/–*^ olfactory bulb showed a phenotype similar to *Ncf1*^*–/–*^ with more nascent oligodendrocytes and fewer emerging neurons than WT counterparts (Supplementary Fig. 3a–f). Together, these data indicate that Ncf1 regulates the commitment of NSCs to form neurospheres and neurons by modifying the redox-dependent secretion and biologic activity of Igfbp2.

**Fig. 2:**
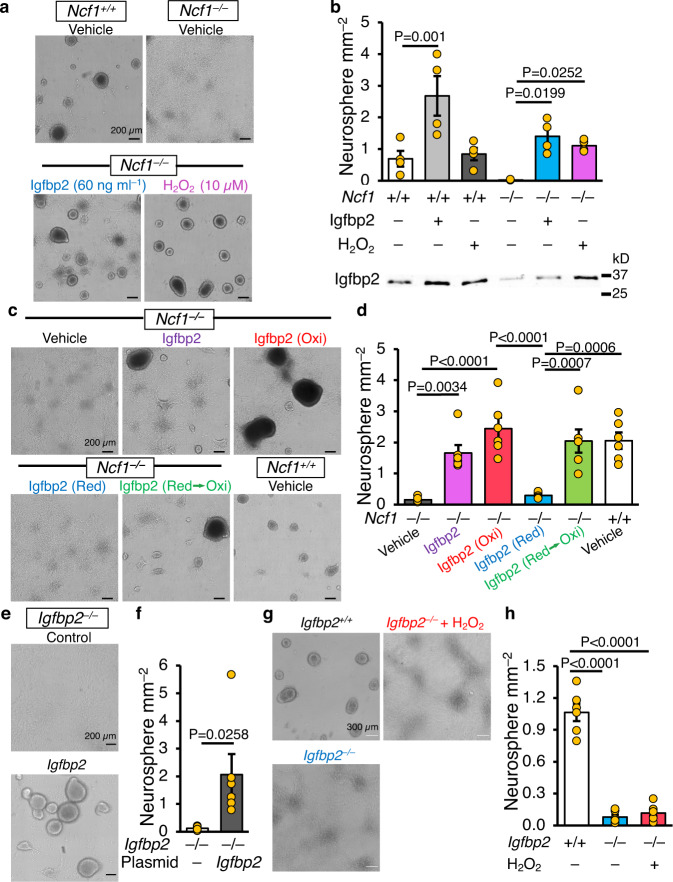
Non-reduced Igfbp2 is necessary for NSC lineage commitment. **a**, **b** Second-passage WT and *Ncf1*^*–/–*^ NSCs were treated with mouse recombinant insulin-like growth factor-binding protein 2 (Igfbp2) or H_2_O_2_ 24–28 h after plating. **a** Photomicrographs of NSCs 5 days after treatment with Igfbp2 (60 ng ml^–1^) or H_2_O_2_ (10 µM). **b** Quantification of neurospheres ≥60 µm in diameter (*n* = 4 donors). Western blot below the bar graph shows Igfbp2 levels in the medium 5 days post-treatment. **c** Photomicrographs of NSCs 8 days after treatment with 100 ng ml^–1^ native Igfbp2, H_2_O_2_-treated (Oxi), DTT-treated (Red), or DTT then H_2_O_2_ sequentially treated (Red → Oxi) Igfbp2. **d** Quantification of neurospheres ≥60 µm in diameter (*n* = 6 donors). **e**, **f** *Igfbp2*^*–/–*^ NSCs were transfected with empty or Igfbp2 expressing plasmid 24 h after plating. **e** Photomicrographs of NSCs 11 days after transfection. **f** Quantification of neurospheres ≥60 µm in diameter (*n* = 6 donors). **g**, **h** Second passage WT and *Igfbp2*^*–/–*^ NSCs were treated with H_2_O_2_ 24 h after plating. **g** Photomicrographs of NSCs 10 days after H_2_O_2_ (10 µM) treatment. **h** Quantification of neurospheres ≥60 µm in diameter (*n* = 6 donors). Two-tailed students t-test (**f**), Two-way ANOVA (**b**), and One-way ANOVA (**d**, **h**), followed by Bonferroni multiple comparison posttest. Error bars indicate s.e.m. Scale: 200 µm (**a**, **c**, **e**) and 300 µm (**g**). Source data are provided as a Source data file.

### Ncf1/Igfbp2 signaling regulates the Brca1 DNA damage response pathway to control NSC lineage-commitment

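NSCs from 4 WT pups and 4 *Ncf1*-/- pups were grown for 48 h, and, as the paper states, paired cultures from each *Ncf1*-/- animal were then given vehicle or recombinant Igfbp2. RNA was collected after a further 48 h, so that 12 libraries were sequenced, 4 each of WT, vehicle-treated *Ncf1*-/- and Igfbp2-treated *Ncf1*-/- NSCs. The methods of the paper give the dose of Igfbp2 as 60 ng ml-1, and the labels of the deposited samples give 100 ng ml-1. RNA depleted of rRNA was sequenced, mapped with Bowtie2 and quantified with RSEM, which estimates how many reads came from each gene (the expected count). The deposited files list expected counts and TPM, RSEM's abundance scaled to a fixed sum per library, for 45792 genes by Ensembl identifier, without a block or a batch. Expected counts summed to between 18647167 and 34086554 per WT library (median 20985366). The sums were between 18216794 and 23853851 for vehicle-treated *Ncf1*-/- libraries (median 20932987) and between 18201622 and 22837749 for Igfbp2-treated *Ncf1*-/- libraries (median 20813822). Of the expected counts, 15.9% were not whole numbers, and all were rounded. Genes with too few counts for a test were left out with edgeR's filterByExpr, which kept 15706 genes holding 99.9% of the counts. Counts were scaled with TMM factors, and a single quasi-likelihood model with a mean for each of the 3 groups was fitted to the 12 libraries with edgeR. Tests were two-sided, p-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p-value under 0.05. Expression is given as TMM-scaled CPM (counts relative to the library size), as mean ± SD of the 4 cultures of a group, and fold changes are the fitted values with their standard error (SE). The smallest two-sided p-value that an exact permutation test of 4 libraries against 4 can give is 0.0286.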

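*Ncf1* itself (ENSMUSG00000015950) had 2 to 7 counts in the WT libraries, 2 to 4 in the vehicle-treated *Ncf1*-/- libraries and 1 in each Igfbp2-treated *Ncf1*-/- library, so that the genotype could not be checked with it. The Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* together stood at 105 to 115.5 CPM in the vehicle-treated *Ncf1*-/- libraries and at 7.80 to 9.18 CPM in the Igfbp2-treated *Ncf1*-/- libraries. In the WT libraries they stood at 107 to 118 CPM in replicates 1 to 3 and at 6.46 CPM in replicate 4. *Xist* (ENSMUSG00000086503), which is expressed from an inactive X chromosome, stood at 72.3 to 87.8 CPM in the vehicle-treated and at 166 to 275 CPM in the Igfbp2-treated *Ncf1*-/- libraries. The comparison of these groups is therefore also one between cultures that differed in sex-linked expression. This was so in each of the 4 pairs of cultures with the same number, and the deviations of these pairs from the means of their groups had correlations from −0.0673 to 0.0328, against −0.248 to 0.257 for different numbers. In a principal component analysis of log2 CPM, the first component held 65.3% of the variance and separated the WT libraries from all *Ncf1*-/- libraries. The second component held 12.7% and separated the vehicle-treated from the Igfbp2-treated *Ncf1*-/- libraries (−32.13 to −26.23). WT replicate 4 lay at −31.95 on it, among the Igfbp2-treated libraries, and WT replicates 1 to 3 lay at 2.13 to 8.85. This component thus also parted the WT library with low Y-linked expression from the other WT libraries. The biological coefficient of variation that edgeR estimated within a group was 0.250 in WT, 0.117 in vehicle-treated *Ncf1*-/- and 0.122 in Igfbp2-treated *Ncf1*-/- NSCs.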

To further characterize the Ncf1/Igfbp2-dependent phenotypic changes in early (48 h) NSC cultures, we compared the transcriptomes of WT and *Ncf1*^*–/–*^ NSCs. We identified 4329 differentially regulated genes (Fig. 3a, b, Supplementary Data 2c) and found the gene ontogeny pathway *cell cycle regulation* to be the most significantly changed (Supplementary Data 3a). 

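Of the genes tested, 8978 were called between *Ncf1*-/- and WT NSCs by edgeR's quasi-likelihood test, 4545 of them higher and 4433 lower in *Ncf1*-/- NSCs. For 8038 (51.18%) of the 15706 genes tested, the 4 libraries of one genotype did not overlap the 4 of the other, where chance gives 2.86%, and 7745 of these were called. The count moved most when a log2 fold change of at least 1 in size was also required, which left 3246 genes, 1660 of them higher and 1586 lower. With the study's own test on the deposited TPM, 4329 genes were called, and 4013 of them were also called by edgeR. Leaving out each of the 12 libraries in turn gave between 8254 and 9406 genes. Among the called genes with a mean of at least 5 CPM over the 12 libraries and no overlap between the genotypes, the largest fitted falls were those of *Mag*, *Mbp*, *Tmem163* and *Cdk18*. *Mbp* (ENSMUSG00000041607), which encodes myelin basic protein, was at 2448 ± 1677 CPM (SD, n = 4) in WT and 2.78 ± 0.438 CPM (SD, n = 4) in *Ncf1*-/- NSCs. Its log2 fold change was −9.78 (SE 0.77, edgeR adjusted p = 4.9e-07), and its lowest WT value, 327 CPM in replicate 3, lay above every *Ncf1*-/- value. *Mag* (ENSMUSG00000036634), *Tmem163* (ENSMUSG00000026347) and *Cdk18* (ENSMUSG00000026437) had log2 fold changes of −9.99, −9.65 and −9.21, with 1 to 6 counts in each *Ncf1*-/- library. The largest fitted rises were those of *Adgrd1*, *Cd93*, *Adamts14* and *Anxa3*. *Adgrd1* (ENSMUSG00000044017) had 0 to 3 counts in the WT and 551 to 928 in the *Ncf1*-/- libraries, and was at least 208-fold higher in *Ncf1*-/- NSCs. *Cd93* (ENSMUSG00000027435), *Adamts14* (ENSMUSG00000059901) and *Anxa3* (ENSMUSG00000029484) had log2 fold changes of 5.28 (SE 0.46), 4.95 (SE 0.51) and 4.84 (SE 0.58). In the study's own test on TPM, *Mag*, *Mbp*, *Tmem163*, *Cd93* and *Adamts14* were not called, with adjusted p-values from 0.0543 to 0.457. Over the alternatives, the adjusted p-values of these 5 genes ran from 4.4e-54 to 0.457.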

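Genes of the cell cycle were examined as lists fixed beforehand, with limma's camera (preset correlation of 0.01 between genes) and Benjamini-Hochberg adjustment over 39 tests. Of 43 genes of the S phase, 42 were higher in *Ncf1*-/- than in WT NSCs, and 40 were called higher by edgeR, as many as when p-values were adjusted over the list alone. Their median log2 fold change was 1.45 (camera adjusted p = 1.26e-14). Of the 52 genes of the G2/M phase that were tested, 51 were higher and 48 were called, or 49 when p-values were adjusted over the list alone. Their median log2 fold change was 1.94 (camera adjusted p = 5.65e-20). All 23 genes of replication licensing, among them *Mcm2* to *Mcm7*, had a log2 fold change above 0, and 21 were called, as many as when adjusted over the list alone (camera adjusted p = 1.04e-08). Of these, 8 are in the S phase or another list. The calls of these lists held under limma's fry, with adjusted p-values from 6.51e-06 to 2.42e-05. They did not hold when camera estimated the correlation between genes from the data, with an adjusted p-value of 0.311 for each of the 3 lists, the highest over the alternatives. The lowest over the alternatives was 5e-33, for the G2/M phase.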

Other highly significant pathways included those involved in DNA damage responses: *cell cycle regulation of chromosomal replication*, *mitotic roles of polo-like kinase*, and *cell cycle: G2/M DNA damage checkpoint regulation* (Supplementary Fig. 4a–d and Supplementary Data 3a). Notably, the addition of Igfbp2 to *Ncf1*^*–/–*^ NSC cultures shifted the expression of 566 genes to a level that was no longer significantly different from WT NSCs (Fig. 3c and Supplementary Data 2d), and these differences in expression correlated with the restoration of neurosphere formation. 

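Between Igfbp2-treated *Ncf1*-/- and vehicle-treated *Ncf1*-/- NSCs, 3923 genes were called by edgeR, 2238 higher and 1685 lower after treatment. This split depended on the scaling. It was 648 higher and 5258 lower with library totals in place of TMM factors, and 64 and 2085 with the study's own test on TPM. With DESeq2 it was 2442 and 1845. By the criteria of the study, a gene was taken as restored when it was called over the 3 groups, between *Ncf1*-/- and WT and between the treatments, and not between Igfbp2-treated *Ncf1*-/- and WT NSCs. These criteria were met by 832 genes, or 9.27% of those called between *Ncf1*-/- and WT NSCs, of which 338 were higher and 494 lower in vehicle-treated *Ncf1*-/- than in WT NSCs. Of the genes called between *Ncf1*-/- and WT NSCs, 6692 were not called between the treatments, and 7226 were also called between Igfbp2-treated *Ncf1*-/- and WT NSCs. Of 2286 genes called in both comparisons, 1492 (65.3%) moved toward and 794 away from WT. This share has no reference value here, and the vehicle-treated libraries shared by the comparisons favour opposite signs without any effect. Over all genes tested, 55.2% had opposite signs, against a median of 54.0% in simulated data sets with no effect of Igfbp2. Across the genes tested, which are not independent replicates, the 2 effects had a Pearson r of −0.0746 and a Spearman rho of −0.114. The vehicle-treated libraries enter both comparisons, and 20 simulated data sets with no effect of Igfbp2 gave r between −0.1415 and −0.0846. With disjoint vehicle-treated libraries in the 2 comparisons, the median r was −0.0393, against −0.0355 to 0.0182 in 20 simulated data sets treated alike. Counts of restored genes moved most with the Y-linked genes as a covariate, which left 2, although this covariate almost separates the treated from the vehicle-treated libraries. Counts scaled by library totals without TMM factors gave 1478 restored genes, 1379 of them higher in vehicle-treated *Ncf1*-/- NSCs. With the study's own test on TPM, 566 genes were restored, of which 566 were higher in vehicle-treated *Ncf1*-/- NSCs and 117 were also restored by edgeR. With edgeR, the number of restored genes was 510 without *Ncf1*-/- replicate 1, 512 without *Ncf1*-/- replicate 2, 532 without *Ncf1*-/- replicate 3 and 553 without Igfbp2-treated *Ncf1*-/- replicate 2. The number of genes called between the treatments was 2320, 2294 and 2550 without the first, the second and the last of these libraries.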

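*Rn7s1*, *Rn7s2*, *Rn7sk*, *Rpph1* and *Rmrp*, which encode short structural RNAs, took 63.7% ± 3.46 (SD, n = 4) of the TPM in WT libraries, 59.1% ± 2.03 (SD, n = 4) in vehicle-treated and 67.02% ± 4.88 (SD, n = 4) in Igfbp2-treated *Ncf1*-/- libraries. Each Igfbp2-treated *Ncf1*-/- library gave them a larger share than each vehicle-treated library (two-sided exact permutation p = 0.0286). Between the treatments, the median log2 fold change of the genes tested was 0.04 with TMM scaling, −0.23 with library totals and −0.30 with TPM, and it was −0.07 with TPM rescaled without the 100 most abundant genes. Between *Ncf1*-/- and WT NSCs these medians were 0.02, 0.19, 0.04 and −0.06. Taken as a log2 ratio of TPM, the median over the same genes was −0.43 between the treatments and 0.06 between *Ncf1*-/- and WT NSCs. The 4 largest fitted falls after treatment, by the rule used between the genotypes, were those of *Eif2s3y* (ENSMUSG00000069049), *Ddx3y* (ENSMUSG00000069045), *Kdm5d* (ENSMUSG00000056673) and *Uty* (ENSMUSG00000068457), which are Y-linked. Their log2 fold changes were −4.69, −3.88, −3.54 and −3.17. The 4 largest rises were those of *Crispld2*, *Egr1*, *Smarcal1* and *Unc5b*. *Crispld2* (ENSMUSG00000031825) rose from 9.28 ± 2.65 CPM (SD, n = 4) to 102 ± 13.8 CPM (SD, n = 4), a log2 fold change of 3.46 (SE 0.44, edgeR adjusted p = 0.000677). *Egr1* (ENSMUSG00000038418) rose by 3.17 (SE 0.35, edgeR adjusted p = 0.000397) and *Unc5b* (ENSMUSG00000020099) by 2.67 (SE 0.36, edgeR adjusted p = 0.000854) on the log2 scale. *Smarcal1* (ENSMUSG00000039354) was at 38.2 ± 3.68 CPM (SD, n = 4) in WT, 2.18 ± 0.306 CPM (SD, n = 4) in vehicle-treated and 15.9 ± 1.03 CPM (SD, n = 4) in Igfbp2-treated *Ncf1*-/- NSCs. Its log2 fold change after treatment was 2.86 (SE 0.12, edgeR adjusted p = 4.07e-08). With the Y-linked covariate, *Crispld2*, *Egr1* and *Unc5b* were no longer called, with edgeR adjusted p-values of 0.423, 0.142 and 0.380. The 4 Y-linked genes then had fitted changes above 0. The loss of their fall is fixed by construction, because the covariate is made from them. In the study's own test, *Kdm5d* (adjusted p-value 0.113) and *Smarcal1* (0.152) were not called. Over the alternatives, adjusted p-values ran from 3.32e-20 to 0.423 for *Crispld2*, *Egr1* and *Unc5b*, from 4.88e-10 to 0.782 for *Kdm5d* and from 1.01e-81 to 0.152 for *Smarcal1*. The 0.782 of *Kdm5d* came from the Y-linked covariate, which cannot test this gene.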

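The 36 molecules that Supplementary Data 3a gives for *role of Brca1 in DNA damage response* were tested as a list. The study chose them on these libraries, so that neither the list test nor a count adjusted over the list alone is independent evidence. In *Ncf1*-/- against WT NSCs, 31 were higher, 29 were called higher and 4 lower by edgeR, and the median log2 fold change was 1.08 (camera adjusted p = 1.10e-07). Adjusted over the list alone, 34 were called. Between Igfbp2-treated *Ncf1*-/- and vehicle-treated *Ncf1*-/- NSCs, 25 of the 36 were lower, 2 were called lower and 2 higher, and the median log2 fold change was −0.11, or −0.08 with a gene at the floor of 3 counts set at its bound. This shift was called by camera (adjusted p = 0.0372), and not by fry (adjusted p = 0.285). Camera no longer called it without *Ncf1*-/- replicate 2 (adjusted p = 0.0509), *Ncf1*-/- replicate 4 (adjusted p = 0.149) or Igfbp2-treated *Ncf1*-/- replicate 4 (adjusted p = 0.141), and its adjusted p-values over the alternatives ran from 0.00407 to 0.621. For the 9 molecules of oxidative phosphorylation listed in Supplementary Data 3b, the median log2 fold change was 0.48 between *Ncf1*-/- and WT NSCs (camera adjusted p = 0.00127) and 0.07 between the treatments (camera adjusted p = 0.432). The second of these turned to −0.20 with library totals, and to −0.42 (limma adjusted p = 0.00463) with limma on log2(TPM + 1), within a range of adjusted p-values from 0.00463 to 0.947 over the alternatives.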

Pathway analysis of this subset of genes revealed the *role of Brca1 in DNA damage response* as the most changed pathway. Among these genes were members of the Fanconi anemia (FA) core complex (*Fanca*, *Fancc*, and *Fancl*), *Rad51*, *Mlh1*, *Atrip*, and *Rfc2*; all were expressed at significantly higher levels in *Ncf1*^*–/–*^ vs. WT NSCs. 

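Of 5 of these genes (*Fanca*, *Fancc*, *Fancl*, *Atrip* and *Rfc2*), 4 were called higher in *Ncf1*-/- than in WT NSCs by edgeR, and each of the 4 had 4 *Ncf1*-/- values above its 4 WT values. *Fanca* (ENSMUSG00000032815) was at 5.58 ± 1.39 CPM (SD, n = 4) in WT and 18.3 ± 0.683 CPM (SD, n = 4) in *Ncf1*-/- NSCs, a log2 fold change of 1.72 (SE 0.17, edgeR adjusted p = 3.36e-06). *Rfc2* (ENSMUSG00000023104) was at 30.1 ± 3.02 CPM (SD, n = 4) and 57.7 ± 1.75 CPM (SD, n = 4), a log2 fold change of 0.94 (SE 0.08, edgeR adjusted p = 1.38e-06). *Fancl* (ENSMUSG00000004018) and *Fancc* (ENSMUSG00000021461) had log2 fold changes of 0.79 (SE 0.13, edgeR adjusted p = 0.000153) and 0.48 (SE 0.10, edgeR adjusted p = 0.00106). *Atrip* (ENSMUSG00000025646) was at 12.7 ± 1.07 CPM (SD, n = 4) in WT and 13.6 ± 0.428 CPM (SD, n = 4) in *Ncf1*-/- NSCs. Its log2 fold change of 0.10 (SE 0.09, edgeR adjusted p = 0.318) was within the spread between cultures (two-sided exact permutation p = 0.229). *Atrip* was called higher with library totals (0.28, adjusted p-value 0.0152) and by the study's own test on TPM (0.29, adjusted p-value 0.0194), and its adjusted p-values over the alternatives ran from 0.0152 to 0.774. Of a list of 22 genes of the FA groups, 20 were higher in *Ncf1*-/- NSCs and 15 were called higher. *Ercc4* was called lower, a gene that was singled out after its values were seen. The median log2 fold change of the list was 0.97 (camera adjusted p = 4.39e-05), and 16 of its genes were called when adjusted over the list alone. Within the 3 groups, libraries with more of the S phase genes also had more of the 21 FA genes outside the cell cycle lists. With the mean of each group taken off, Pearson r was 0.992 (two-sided exact permutation p = 0.000145 over 13824 arrangements, adjusted p-value 0.000289 over 2 relations) and Spearman rho was 0.979 (two-sided exact permutation p = 0.000289). Without the 2 libraries farthest from the median, r was 0.990.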

Upon treatment with Igfbp2, these genes were downregulated and returned to WT levels (Fig. 3d, Supplementary Fig. 5). Moreover, knockdown of *Fanca*, *Fancd2*, or *Rad51* in *Ncf1*^*–/–*^ NSCs (Supplementary Fig. 7a–c) was sufficient to restore neurosphere formation (Fig. 4a, b). This observation was also confirmed in adult *Ncf1*^*–/–*^ and *Igfbp2*^*–/–*^ NSCs. 

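Between Igfbp2-treated *Ncf1*-/- and vehicle-treated *Ncf1*-/- NSCs, *Fanca* and *Fancl* were called lower by edgeR. *Fanca* was at 11.3 ± 2.37 CPM (SD, n = 4) after treatment, a log2 fold change of −0.69 (SE 0.17, edgeR adjusted p = 0.011). It stayed above WT by 1.03 on the log2 scale (SE 0.18, edgeR adjusted p = 0.00023). *Fancl* was at 3.74 ± 0.487 CPM (SD, n = 4) in WT, 6.47 ± 0.433 CPM (SD, n = 4) in vehicle-treated and 4.63 ± 0.409 CPM (SD, n = 4) in Igfbp2-treated *Ncf1*-/- NSCs. Its log2 fold change after treatment was −0.48 (SE 0.13, edgeR adjusted p = 0.0166), and its difference from WT was then 0.31 (SE 0.13, edgeR adjusted p = 0.0539), so that it met the criteria for a restored gene. By the study's own test on TPM, all 5 genes met these criteria. Without *Ncf1*-/- replicate 2 the treatment difference of *Fancl* was −0.45 (edgeR adjusted p = 0.054), and without WT replicate 1 its difference from WT was 0.40 (edgeR adjusted p = 0.0184). With the Y-linked genes as a covariate, *Fanca* (−0.38, edgeR adjusted p = 0.782) and *Fancl* (−0.39, edgeR adjusted p = 0.658) were not called between the treatments. Over the alternatives, adjusted p-values ran from 0.000961 to 0.782 for *Fanca* and from 0.00113 to 0.658 for *Fancl*. *Fancc* fell by 0.26 (SE 0.10, edgeR adjusted p = 0.0755) on the log2 scale. With the culture pair as a block, its change was −0.30 (edgeR adjusted p = 0.0274). Sex-linked genes differed within every pair, so the pairing that this block assumes is in doubt. Over the alternatives, adjusted p-values ran from 0.00158 to 0.608 for *Fancc*. *Fancc* was called without WT replicate 2 (−0.30), WT replicate 4 (−0.29) or Igfbp2-treated *Ncf1*-/- replicate 1 (−0.33).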

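After treatment, *Rfc2* was at 54.3 ± 4.40 CPM (SD, n = 4) and *Atrip* at 13.7 ± 0.775 CPM (SD, n = 4). Their changes against vehicle-treated *Ncf1*-/- NSCs were −0.09 (SE 0.08, edgeR adjusted p = 0.461) and 0.01 (SE 0.09, edgeR adjusted p = 0.965). *Rfc2* was called lower with library totals, by the study's own test on TPM and with limma on log2(TPM + 1) and log2(TPM + 0.1), with adjusted p-values from 0.00687 to 0.0282, against a highest value over the alternatives of 0.991. *Atrip* turned to −0.26 with library totals and to −0.49 with the study's own test. The median log2 fold change of the genes tested was −0.23 with library totals and −0.30 with TPM, or −0.43 as a log2 ratio of TPM. The turn of *Atrip* is thus in whole or part a shift of all genes alike. Against WT, *Rfc2* (0.85, SE 0.08, edgeR adjusted p = 2.89e-06) was called higher in Igfbp2-treated *Ncf1*-/- NSCs. *Fancc* (0.22, edgeR adjusted p = 0.067) and *Atrip* (0.11, edgeR adjusted p = 0.279) were not, and *Fancc* was called without WT replicate 1 (0.28, edgeR adjusted p = 0.035). In the study's own test, *Fanca* (adjusted p-value 0.659) and *Rfc2* (0.0661) were not called against WT, the highest adjusted p-values over their alternatives. *Fanca* was not called either with limma on log2(TPM + 1) (limma adjusted p = 0.137) or log2(TPM + 0.1) (limma adjusted p = 0.124). For the 22 FA genes, the median log2 fold change between the treatments was −0.08 (camera adjusted p = 0.047), with 18 lower, 2 called lower and 1 higher, and with 2 called when adjusted over the list alone. This list was not called without WT replicate 4 (camera adjusted p = 0.0503), *Ncf1*-/- replicate 2 (0.0661), *Ncf1*-/- replicate 4 (0.134), Igfbp2-treated *Ncf1*-/- replicate 1 (0.0512) or Igfbp2-treated *Ncf1*-/- replicate 4 (0.119), nor by fry (adjusted p = 0.162), and its adjusted p-values over the alternatives ran from 0.00587 to 0.564. The paper states that the genes it names were higher in *Ncf1*-/- NSCs and came back to WT levels with Igfbp2, and the title of Fig. 3 states that DNA repair pathways are repressed by Ncf1 in a way that depends on Igfbp2.

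**Figure D1:**
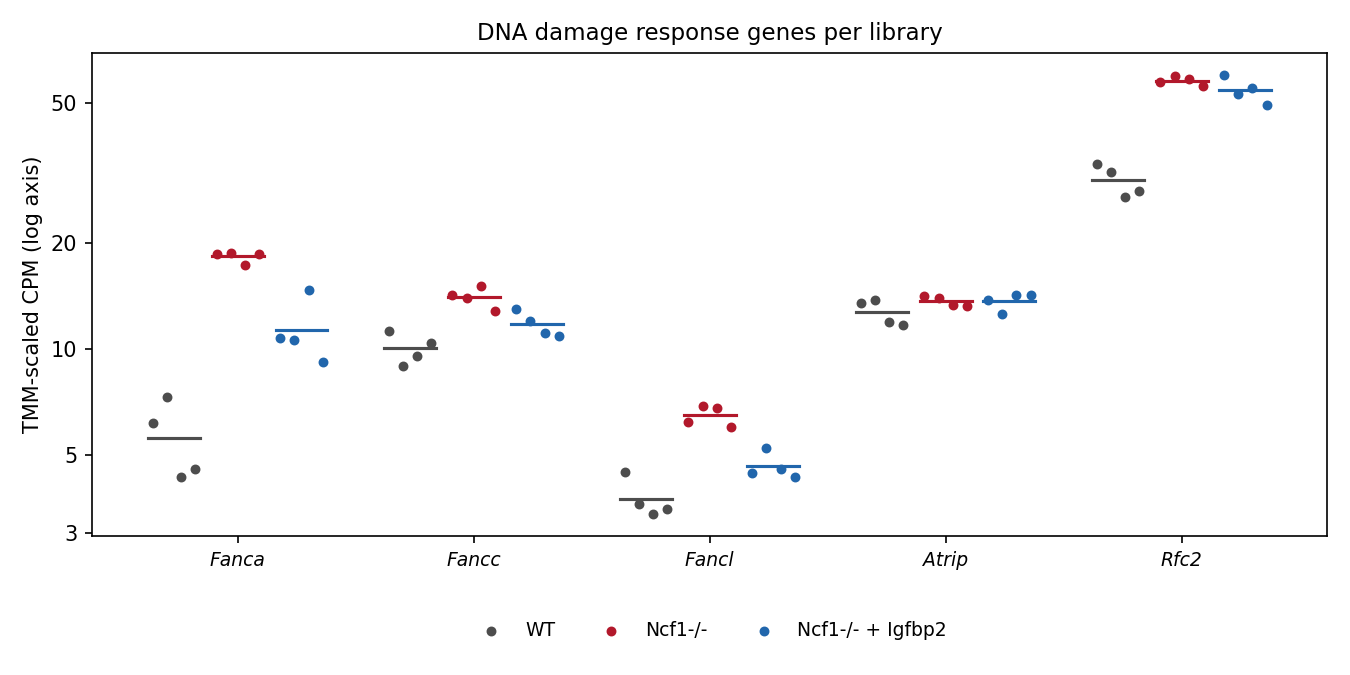
TMM-scaled CPM (log axis) of 5 genes in each library of WT, vehicle-treated *Ncf1*-/- and Igfbp2-treated *Ncf1*-/- NSCs. Each point is 1 of 4 libraries and each bar the mean of a group; *Fanca* lies at 11.3 CPM after treatment, between 5.58 in WT and 18.3 in vehicle-treated *Ncf1*-/- NSCs, while *Rfc2* lies at 54.3 against 57.7 CPM.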

Knocking down *Fanca*, *Fancd2*, or *Rad51* in adult *Ncf1*^*–/–*^ and *Igfbp2*^*–/–*^ NSCs rescued neurosphere formation to WT levels. However, knocking down these same genes in WT NSCs did not alter the frequency of neurosphere formation (Supplementary Fig. 8a–c).

**Fig. 3:**
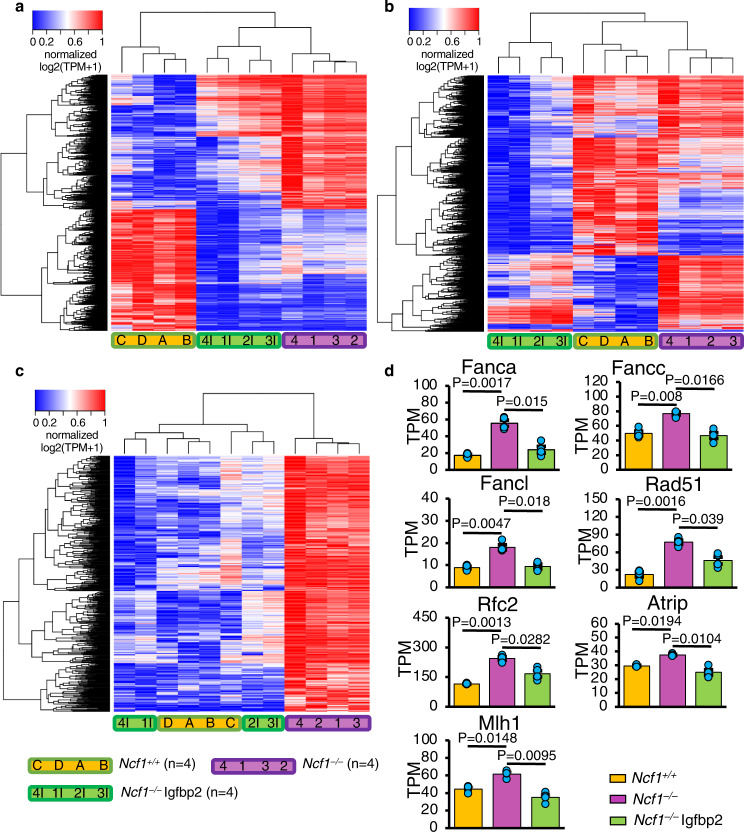
Ncf1 represses NSC DNA repair pathways in an Igfbp2-dependent manner. NSCs prepared from 4 WT (A, B, C, and D) and 4 *Ncf1*^*–/–*^ mice were treated with vehicle (1, 2, 3, and 4) or Igfbp2 (1I, 2I, 3I, and 4I) 48 h after plating. Vehicle- and Igfbp2-treated *Ncf1*^*–/–*^ groups are matched for NSC preparation by the number with “I” indicating Igfbp2-treatment. After additional 48 h, total RNA was collected from all groups and ribosome-depleted RNAseq was performed. **a**–**c** Heat maps represent clustering based on Euclidean distance of all genes that were significantly differentially expressed between any of the three groups (WT, *Ncf1*^*–/–*^, and Igfbp2-treated *Ncf1*^*–/–*^ NSCs) (**a**), WT and *Ncf1*^*–/–*^ (**b**), and WT and *Ncf1*^*–/–*^ for which expression was restored towards WT levels after treatment with Igfbp2 (**c**). Statistical analysis of changes in gene expression used Benjamini–Hochberg FDR corrected one-way ANOVAs (**a**) and Tukey’s post hoc tests (**b**, **c**). **d** Ingenuity Pathway Analysis (IPA) performed on the gene sets in (**c**) using the absolute fold change for *Ncf1*^*–/–*^ vs. WT and *Ncf1*^*–/–*^ + Igfbp2 vs. *Ncf1*^*–/–*^ revealed the top pathway: Role of Brca1 in DNA Damage Response (*P* = 0.0010 and *P* = 0.0017, respectively) (Supplementary Data 3b). Subset of genes in the Brca1 pathway that are expressed differentially in each of the experimental groups. TPM: transcript per million. Benjamini–Hochberg corrected One-way ANOVA followed by Tukey’s multiple comparison post hoc test, *N* = 4 donors. Source data are provided as a Source data file.

**Fig. 4:**
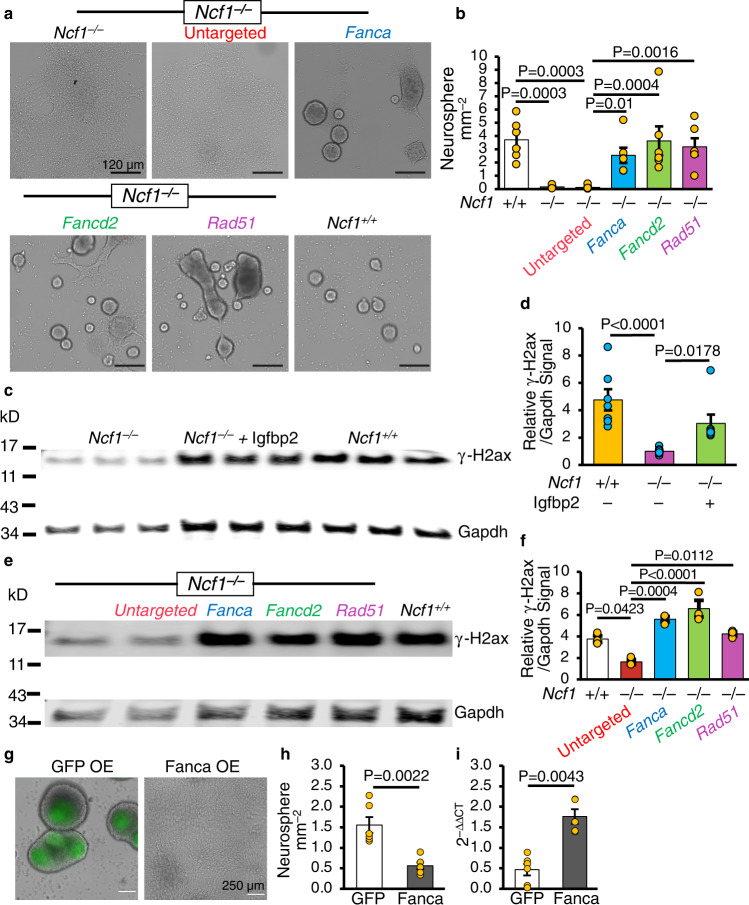
Ncf1/Igfbp2 axis promotes NSC lineage-commitment through repression of NSC DNA repair pathways. **a**, **b** Photomicrographs (**a**) and quantification (**b**) of neurospheres ≥60 µm in diameter 7 days after transfection of *Ncf1*^*–/–*^ NSCs with siRNA targeting Fanca, Fancd2 or Rad51 or negative control (*n* = 6 donors). **c**, **d** Western blot analysis (**c**) and quantification (**d**) of γ-H2ax levels (normalized to Gapdh) in NSC lysates 3 days after Igfbp2 treatment (*n* = 7 donors from two different experiments). **e**, **f** Western blot (**e**) and quantification (**f**) of γ-H2ax levels (relative to Gapdh) in cell lysates 3 days after transfection (*n* = 3 donors). The samples were derived from the same experiment and blots were processed in parallel. kD = kilodalton. **g**–**i** WT NSCs were transduced with Peggy Back transposase and transposon to overexpress GFP or Fanca. **g** Photomicrographs and **h** quantification of neurospheres ≥60 µm in diameter ten days after plating P4 NSCs overexpressing GFP or Fanca (*n* = 6 donors). **i** qPCR of *Fanca* mRNA 3 days after plating P5 WT NSCs overexpressing GFP or Fanca (*n* = 6 and 5 donors in GFP and Fanca OE NSCs respectively). ΔΔCT: the difference in threshold cycles normalized to β-Actin. Kruskal–Wallis test and FDR method of Benjamini and Hochberg multiple comparison posttest (**d**), One-way ANOVA and FDR method of Benjamini and Hochberg (**b**) or Bonferroni multiple comparison posttest for marked comparisons in (**f**) and two-tailed Mann–Whitney U test (**h**, **i**). Error bars indicate s.e.m. Scale: 120 and 250 µm in (**a**) and (**g**) respectively. Source data are provided as a Source data file.

NSC self-renewal and maintenance of a multipotent stem cell state is classically defined by the ability of a single NSC to repeatedly form neurospheres on serial passages. We hypothesized that Ncf1/Igfbp2/Brca1 axis controls the ability of NSCs to exit a self-renewing state to differentiate into dedicated NPCs required to form neurospheres. To this end, we investigated whether the sheets formed by *Ncf1*^*–/–*^ and *Igfbp2*^*–/–*^ NSCs were capable of self-renewal as defined by neurosphere formation potential on serial passage. Since *Ncf1*^*–/–*^ and *Igfbp2*^*–/–*^ NSCs do not spontaneously form neurosphere, we inhibited Rad51 in these cultures to induce neurosphere formation prior to each serial passage. Recurrent treatment of *Ncf1*^*–/–*^ and *Igfbp2*^*–/–*^ NSCs with Rad51 dsiRNA was sufficient to restore neurosphere formation to WT levels for three successive passages (Supplementary Fig. 8d–h). Thus, we conclude that disruption of *Ncf1* and *Igfbp2* enhances self-renewal of NSCs while repressing lineage-commitment toward dedicated progenitors.

These findings suggested that Ncf1-dependent redox modification of Igfbp2 directly regulates DNA damage response pathways in NSCs and that inhibition of DNA repair is the terminal Igfbp2-signaling event required for neurosphere formation. To further support this mechanism, we treated *Ncf1*^*–/–*^ and *Igfbp2*^*–/–*^ NSCs with H_2_O_2_ or Igfbp2 and evaluated changes in *Fanca*, *Fancd2* and *Rad51* expression. Whereas Igfbp2 treatment suppressed expression of these three genes in both *Ncf1*^*–/–*^ and *Igfbp2*^*–/–*^ NSCs, H_2_O_2_ treatment repressed *Fanca*, *Fancd2*, and *Rad51* expression only in *Ncf1*^*–/–*^ NSCs, demonstrating that Igfbp2 was required for the redox-dependent suppression of these DNA repair genes (Supplementary Fig. 7d–i).

The activity of neuronal nitric oxide synthase (nNos), which is expressed in neurons and NSCs, supports neurogenesis^29^. Superoxide anions react with nNos-generated nitric oxide (NO) to produce the potent oxidant peroxynitrite (ONOO^–^) that nitrosylates thiol groups (S-Nitrosylation)^30^, emphasizing the potential importance of nNos and Nox in coordinating NSC behavior. To evaluate potential links between nNos and Nox that might explain our current findings, we performed biotin derivatization to detect S-Nitrosylation in the SVZ of WT, *Ncf1*^*–/–*^, and *Igfbp2*^*–/–*^ mice. The SVZ of *Ncf1*^*–/–*^ had lower levels of S-Nitrosylation than WT and *Igfbp2*^*–/–*^ counterparts (Supplementary Fig. 6). Thus, decreased S-Nitrosylation in *Ncf1*^*–/–*^ SVZ may be due to a reduction in superoxide bioavailability. Inhibition of nNos, using N5-(1-Imino-3-butenyl)-L-ornithine (L-VNIO), inhibited proliferation of *Ncf1*^*–/–*^ NSCs toward that observed in WT counterparts, while there was no effect on cell death (Fig. 1d–f). However, it remains unclear if nNos inhibition of proliferation was specific to *Ncf1*^*–/–*^ NSCs, given the drug also generally reduced cell numbers in WT NSCs. Notably, L-VNIO treatment had no effect on *Fanca*, *Fancd2*, and *Rad51* expression in either *Ncf1*^*–/–*^ or *Igfbp2*^*–/–*^ NSCs (Supplementary Fig. 7d–i). Given that nNos inhibition reduced proliferation of *Ncf1*^*–/–*^ NSCs (Fig. 1d–f), but did not alter the expression of these DNA repair genes, we believe that the Ncf1/ROS/Igfbp2/DNA repair axis regulates NSCs proliferation independently of nNos-generated NO. In support for this finding, in vivo S-Nitrosocysteine abundance in the SVZ of *Igfpb2*^*–/–*^ was similar to WT mice (Supplementary Fig. 6), despite *Igfpb2*^*–/–*^ phenocopying the altered specification of oligodendrocytes and neurons in the olfactory bulb of *Ncf1*^*–/–*^ mice (Supplementary Fig. 3a–f). We attempted to investigate the effect of nNos inhibition on neurosphere formation in WT, *Ncf1*^*–/–*^, and *Igfbp2*^*–/–*^ NSCs; however, NSCs of all genotypes did not tolerate prolonged exposure to L-VNIO, suggesting a reduction in proliferation could be an off-target consequence of toxicity.

We next sought to determine whether Ncf1/Igfbp2-dependent inhibition of the DNA repair pathways was linked to DNA damage in NSCs. γ-H2ax is a variant of Histone H2A that binds to DNA double-strand breaks (DDSBs)^31^. Notably, *Ncf1*^*–/–*^ NSCs maintained low levels of γ-H2ax and supplementation with Igfbp2 elevated the levels of γ-H2ax toward that found in WT NSCs (Fig. 4c, d). Similarly, Nestin^+^ NSCs in the SVZ of adult *Ncf1*^*–/–*^ and *Igfbp2*^*–/–*^ mice had higher expression of Rad51 and lower γ-H2ax than WT counterparts (Supplementary Fig. 9a–c). In addition, immunoblotting of NSC lysates showed that *Ncf1*^*–/–*^ and *Igfbp2*^*–/–*^ NSCs express higher levels of Nestin and Rad51 proteins but lower levels of γ-H2ax than WT counterparts (Supplementary Fig. 9d–h). Furthermore, dsiRNA-mediated knockdown of *Fanca*, *Fancd2*, or *Rad51* in *Ncf1*^*–/–*^ NSCs increased γ-H2ax levels (Fig. 4e, f) and neurosphere formation (Fig. 4a, b) to levels observed in WT NSCs and decreased proliferation and increased cell death of *Ncf1*^*–/–*^ NSCs back to WT levels (Supplementary Fig. 9i–k). In addition, overexpression of *Fanca* in WT NSCs significantly decreased neurosphere formation (Fig. 4g–i). These findings link Ncf1/Igfbp2-mediated modulation of DNA repair in NSCs to their ability to form committed NPCs–containing neurospheres.

Differentiated *Ncf1*^–/–^ NSCs gave rise to a lower percentage of neurons and a higher percentage of oligodendrocytes than their WT counterparts (Supplementary Fig. 3g–k), suggesting that persistent inhibition of ROS production promotes oligodendrogenesis. These changes in the differentiation profile of *Ncf1*^–/–^ and WT NSCs were mirrored in the analysis of differentially expressed genes. For example, several nervous system development pathways, including the *development of oligodendrocytes* and *development of neurons* were differentially regulated (*P* < 0.001) (Supplementary Fig. 4e–h and Supplementary Data 3c). 

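Lineage genes were examined in the RNA of the undifferentiated cultures, as lists fixed beforehand. Of 20 genes of the oligodendrocyte lineage, 18 were called lower in *Ncf1*-/- than in WT NSCs by edgeR, and *Olig1* and *Olig2*, singled out after their values were seen, were called higher. The median log2 fold change of the list was −3.81, and unchanged with a gene at the floor of 3 counts set at its bound (camera adjusted p = 1.30e-07). Adjusted over the list alone, 20 were called. *Sox10* (ENSMUSG00000033006) was at 501 ± 145 CPM (SD, n = 4) in WT and 47.8 ± 7.91 CPM (SD, n = 4) in *Ncf1*-/- NSCs (log2 fold change −3.39, SE 0.22, edgeR adjusted p = 1.01e-07). *Olig1* (ENSMUSG00000046160) was at 796 ± 75.0 CPM (SD, n = 4) and 1450 ± 39.4 CPM (SD, n = 4) (log2 fold change 0.87, SE 0.09, edgeR adjusted p = 5.55e-06). *Olig2* (ENSMUSG00000039830) had a log2 fold change of 0.29 (SE 0.09, edgeR adjusted p = 0.00978). Of the 15 molecules of *development of oligodendrocytes* in Supplementary Data 3c, which the study chose on these libraries, 12 were called lower and 2 higher (median −1.54, camera adjusted p = 0.000395). Of 11 astrocyte genes tested, 10 were called lower (median −1.45, camera adjusted p = 7.58e-05). Of 18 neuronal genes tested, 9 were called lower and 2 higher, *Elavl4* and *Sox11*, named after their values were seen (median −0.36, camera adjusted p = 0.0485). The neuronal list was not called without WT replicate 1 (−0.30, camera adjusted p = 0.0602), WT replicate 2 (−0.21, 0.0698) or *Ncf1*-/- replicate 4 (−0.49, 0.0604). It was not called either among genes with a mean of at least 5 CPM (−0.89, 0.145) or with only the 2 groups fitted (−0.34, 0.0562), and its adjusted p-values over the alternatives ran from 0.0015 to 0.580. Of the 12 neural stem cell genes, 4 were called higher and 7 lower (median −0.36, camera adjusted p = 0.481). Adjusted over each list alone, 11 neuronal and 12 neural stem cell genes were called. Between the treatments, the median log2 fold changes were 0.23 for the oligodendrocyte, 0.15 for the astrocyte and −0.00 for the neuronal list, with camera adjusted p-values from 0.330 to 0.429. With library totals the first of these was −0.05, where the median of the genes tested was −0.23, and camera, which sets a list against the other genes, called it (adjusted p-value 0.0213). Its adjusted p-values over the alternatives ran from 0.00449 to 0.794. The molecules that the study lists for *development of neurons* were not analysed here.

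**Figure D2:**
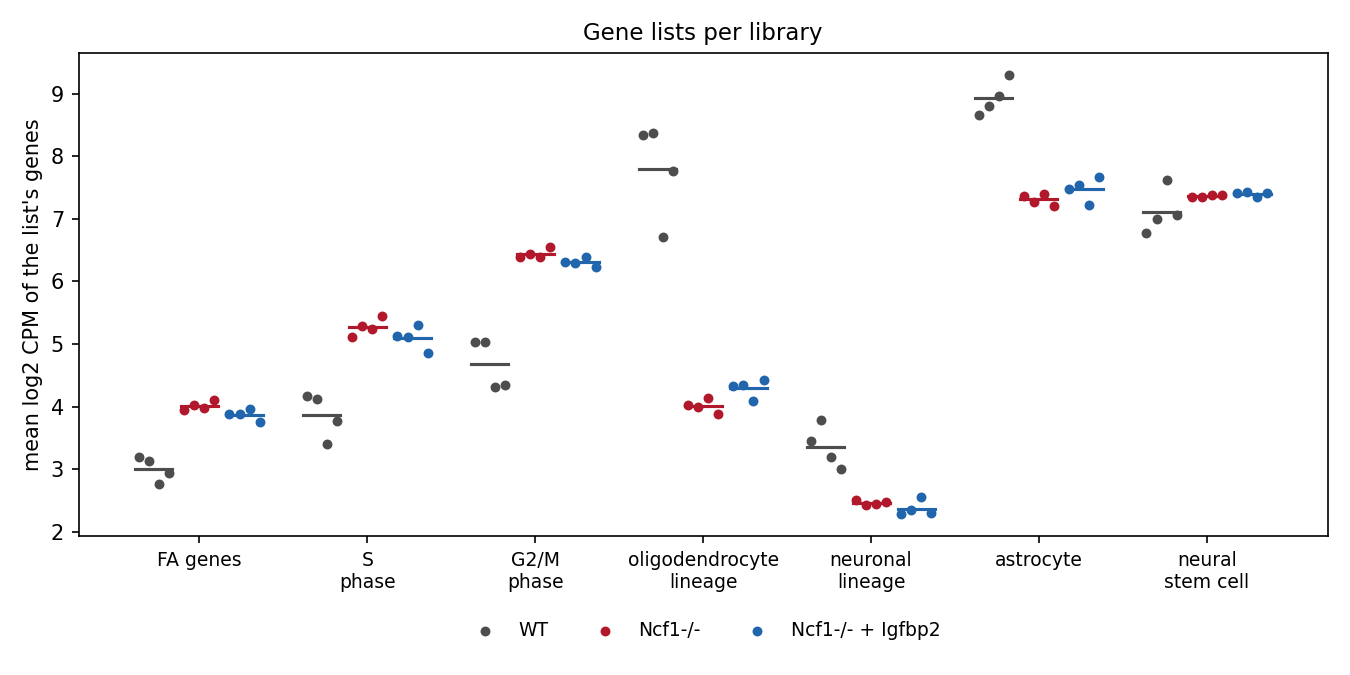
Mean log2 CPM of the genes of each list in each library of WT, vehicle-treated *Ncf1*-/- and Igfbp2-treated *Ncf1*-/- NSCs. Each point is 1 of 4 libraries; the oligodendrocyte lineage list lies between 6.71 and 8.37 in WT libraries and below each of them in *Ncf1*-/- libraries.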

Knockdown of *Fanca*, *Fancd2*, or *Rad51* in *Ncf1*^*–/–*^ NSCs enhanced neurogenesis and inhibited oligodendrogenesis (Supplementary Fig. 3l–m), further supporting the notion that Ncf1/Igfbp2-mediated repression of the DNA damage response promotes the commitment of NSCs toward neuronal fates.

### Igfbp2 cysteine 43 is required for NSC lineage-commitment

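*Igfbp2* mRNA (ENSMUSG00000039323) was at 98.1 ± 94.5 CPM (SD, n = 4) in WT and 685 ± 57.6 CPM (SD, n = 4) in vehicle-treated *Ncf1*-/- NSCs, a log2 fold change of 2.80 (SE 0.54, edgeR adjusted p = 0.000637). This is a 6.97-fold difference. The WT libraries ran from 27.4 to 228 CPM, and all 4 lay below all 4 *Ncf1*-/- libraries (two-sided exact permutation p = 0.0286, the smallest p-value possible). Replicate 3 held the highest WT value, and without it the log2 fold change was 3.65. With each of the other libraries left out, it ran from 2.48 to 2.84. In Igfbp2-treated *Ncf1*-/- NSCs, *Igfbp2* mRNA was at 1100 ± 122 CPM (SD, n = 4), a log2 fold change of 0.68 against vehicle-treated *Ncf1*-/- NSCs (SE 0.51, edgeR adjusted p = 0.338). With the culture pair as a block this was 0.64 (edgeR adjusted p = 0.00203), and with only the 2 groups fitted it was 0.64 (edgeR adjusted p = 0.000332). The block assumes a pairing by animal that the sex-linked genes put in doubt. Over the alternatives, its adjusted p-values ran from 0.000332 to 0.902.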

Although the secretome of *Ncf1*^*–/–*^ NSCs contained lower levels of Igfbp2 (Fig. 1i), their transcriptome showed higher levels of *Igfbp2* mRNA compared to WT NSCs (6.7-fold, *P* < 0.0012) (Supplementary Data 2a). In addition, treating *Ncf1*^*–/–*^ NSCs with H_2_O_2_ promoted Igfbp2 secretion and neurosphere formation (Fig. 2a, b). This led us to hypothesize that Ncf1-dependent ROS post-transcriptionally regulate Igfbp2 function. Labeling of oxidized, native, or reduced recombinant mouse Igfbp2 (rmIgfbp2) with biotinylated iodoacetamide (BIAM) resulted in greater biotinylation of the reduced (TCEP-treated) compared to native Igfbp2 and both showed higher biotinylation than the oxidized (H_2_O_2_-treated) Igfbp2 (Fig. 5a, b), suggesting the presence of redox-sensitive cysteines. Given that native and oxidized, but not reduced, Igfbp2 rescues neurosphere formation by *Ncf1*^*–/–*^ NSCs (Fig. 2c, d), we hypothesized that oxidation of cysteine residue(s) in Igfbp2 might control its biologic activity. LC-MS/MS analysis of these BIAM-labeled Igfbp2 substrates identified two cysteines, C43 and C263, as carrying reduced thiol groups only under reducing conditions (Supplementary Fig. 10a, b). Expression of WT Igfbp2 and mutant Igfbp2^C263A^, but not Igfbp2^C43A^ or Igfbp2^C43A/C263A^, in *Igfbp2*^*–/–*^ NSCs restored neurosphere formation (Fig. 5c, d) and led to the downregulation of *Fanca*, *Fancd2*, and *Rad51* (Fig. 5e–g). Western blot analysis confirmed the expression and secretion of WT and mutant Igfbp2 in the conditioned medium of *Igfbp2*^*–/–*^ NSCs (Fig. 5h). Together, these data show that C43 is required for neurosphere formation and suggest that oxidation of C43 in Igfbp2 is essential for downregulating the NSC DNA damage response required for lineage commitment, neurosphere formation, and neurogenesis.

**Fig. 5:**
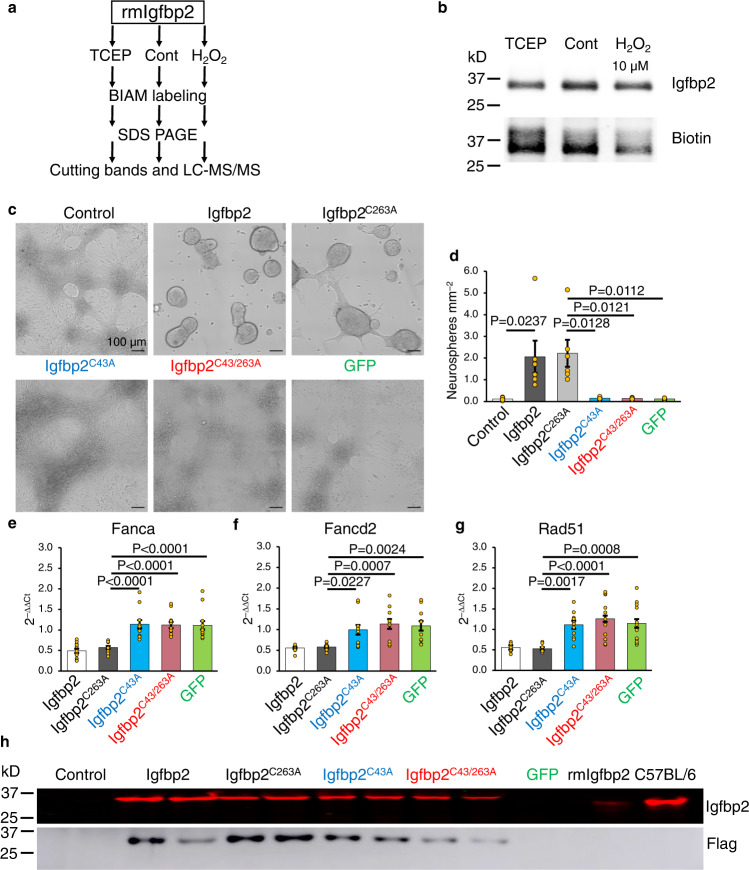
Ncf1/Igfbp2-mediated repression of NSC DNA repair pathways requires Igfbp2^C43^ to promote neurosphere formation. **a** Experimental design. **b** Western blot analysis of untreated or TCEP- or H_2_O_2_-treated recombinant mouse Igfbp2 (rmIgfbp2) after labeling with biotinylated iodoacetamide (BIAM). **c**–**h** *Igfbp2*^*–/–*^ NSCs were transfected with Igfbp2, Igfbp2^C263A^, Igfbp2^C43A^, Igfbp2^C43/263A^, or GFP expressing plasmid 24 h after plating. **c** Photomicrographs of NSCs 11 days after transfection. **d** Quantification of neurospheres ≥60 µm in diameter (*n* = 6 donors). **e**–**g** qPCR of Fanca (**e**), Fancd2 (**f**) and Rad51 (**g**) in *Igfbp2*^*–/–*^ NSCs 5 days after transfection with Igfbp2, Igfbp2^C263A^, Igfbp2^C43A^, Igfbp2^C43&263A^, or GFP expressing plasmid (*n* = 12 donors). ΔΔCT: the difference in threshold cycles normalized to β-Actin and compared to untransfected *Igfbp2*^*–/–*^ NSCs. **h** Western blot analysis of Igfbp2 and flag-tag in conditioned medium 3 days after transfection. kD = kilodalton. One-way ANOVA followed by Bonferroni multiple comparison posttest for marked comparisons in (**d**) or comparing the mean of each group to the mean of untransfected *Igfbp2*^*–/–*^ NSCs in (**e**–**g**). Error bars indicate s.e.m. Scale: 100 µm. Source data are provided as a Source data file.

Igf1 has been demonstrated to impact NSC fate decisions by binding Igf1R and subsequently modulating the PI3K/Akt pathway^32–34^. Thus, we hypothesized that the redox state of Igfbp2 might regulate NSC growth and fate by altering its binding affinity to Igf1 and/or Igf2. We evaluated the binding affinity of native, reduced (DTT-pretreated), or oxidized (H_2_O_2_-pretreated) Igfbp2 to Igf1 and Igf2 (Supplementary Fig. 10c, d) and observed no redox-dependent changes in Igfbp2 binding to Igf1 or Igf2. These results support an Igf-independent mechanism for Igfbp2 regulation of NSC growth and cell fate.

## Discussion

Our findings demonstrate that Ncf1-dependent oxidation of Igfbp2 represses DNA repair pathways in self-renewing NSCs, and that this event is required for their commitment toward neuronal precursors. Given the importance of DNA repair in NSC maintenance, precise regulation of Ncf1-dependent ROS is likely central to orchestrating the balance between self-renewal and lineage commitment. For example, persistent reducing conditions have been previously shown to promote NSC proliferation, while the opposite effect was observed in oxidizing conditions^26^. These findings are consistent with our present study demonstrating that Igfbp2-C43 was required for the repression of DNA repair genes (*Fanca*, *Fancd2*, *Rad51*) in NSCs and this repression promoted the formation of DDSBs and exit from a self-renewing state. By contrast, our findings would predict that persistent ROS-dependent inhibition of DNA repair pathways would negatively impact NSC self-renewal and may explain why persistent elevation of ROS leads to NSC senescence^1,8^. However, it remains unclear whether DDSB induction is a requirement for lineage commitment or simply a consequence of the repression of cell cycle and DNA repair checkpoints that trigger the commitment process. Recent findings have suggested that DDSBs control the expression of neuronal genes required for learning and memory^31^, and that NSCs maintain frequent DNA break clusters at long transcribed and late-replicating neural genes^17^. Such directed DNA damage/repair pathways may have overlapping biology with the ability of Ncf1/Igfbp2 to control DNA damage, self-renewal, lineage commitment, and differentiation of NSCs in a redox-dependent manner.

We propose that the repression of Ncf1/Igfbp2 activity in NSCs governs a self-renewal program in which DNA repair pathway activity is protective, and that exit from this self-renewing state and commitment toward neuronal lineages requires activation of Nox and Igfbp2-mediated transcriptional repression of the Brca1 DNA damage response pathway. Brca1 is essential for brain development because it inhibits NSC apoptosis^35^, and Fanca is required for the survival and maintenance of these cells^36^. The Brca1 pathway is also linked to cell cycle checkpoints^37^ and chromatin remodeling^38^, consistent with the influence of Ncf1/Igfbp2 on NSC proliferation and lineage commitment. Notably, direct inhibition of Brca1 DNA repair genes was sufficient to restore normal NSC behavior to *Ncf1*^*–/–*^ and *Igfbp2*^*–/–*^ NSCs, and overexpression of Fanca resulted in decreased neurosphere formation by WT NSCs while promoting a self-renewing state, confirming that DNA repair pathways and/or DDSBs are the distal most events orchestrating Ncf1/Igfbp2-dependent instructions to NSC commitment decisions.

Despite the well-recognized importance of ROS in NSC biology, the effects of Nox2-dependent ROS on the maintenance and cell-fate decision of NSCs are widely debated. Some reports suggest that FGF2 stimulates self-renewal and proliferation of NSCs through induction of Nox2, and that high levels of Nox2-dependent ROS are essential for self-renewal and neurogenesis through oxidation of PTEN and activation of AKT^6,9^. Igfbp2 can regulate cell growth by binding and sequestering Igf1/2, but its biological activities can also be independent of Igfs^39^. In our studies, the binding affinity of Igf1/2 to Igfbp2 was unaffected by its redox state, suggesting that Igfbp2 regulation of NSCs is independent of Igfs. Conversely, other reports indicate that FOXO3 maintains NSC quiescence and prevents premature senescence by preventing high ROS levels^8^. In addition, lowering ROS levels have been suggested to improve self-renewal and proliferation of NPCs through downregulation of Sirt1^26^.

ROS have been shown to regulate NSC growth, lineage-commitment, differentiation and senescence through multiple pathways^6,8,9,26^. However, our studies show that Igfbp2-deficient NSCs behave similar to Ncf1 null NSCs with higher proliferation, lower lineage commitment, elevated DNA repair pathways, and reduced DNA damage than WT NSCs. Whereas H_2_O_2_-treatment restored WT levels of NSC proliferation, enhanced cell death, and promoted lineage commitment in the absence of Ncf1, H_2_O_2_-treatment had no effect on Igfbp2 null NSCs, demonstrating that Igfbp2 was required for the ROS-dependent changes in NSC behavior. Moreover, directly supplementing Ncf1 deficient NSCs with oxidized, but not reduced, Igfbp2 or transient knockdown of DNA repair genes restored WT levels of NSC proliferation, death, DDSBs, and lineage commitment. Furthermore, mutagenesis of Igfbp2 demonstrated that cysteine 43 was required for normal NSC behavior. These findings highlight the importance of Igfbp2 and DNA repair networks as downstream effectors for Ncf1-dependent ROS signaling.

Overall, our study provides insights into how Ncf1-dependent changes in the cellular redox state coordinate cell cycle progression and fate decisions by NSCs through Igfbp2. Whether ROS-mediated DNA damage and repair pathway also control cell-cycle progression and lineage commitment in other TSSCs remains to be determined.

## Methods

### Animals

Unless otherwise indicated, 8–12-week-old C57BL/6J mice (The Jackson Laboratory), *Igfbp2*^*–/–*^ mice (a kind gift from Dr. Clifford J. Rosen), and *Ncf11*^*–/–*^ mice (Taconic) were used in this study. *Ncf11*^*–/–*^ mice were back crossed to C57BL/6J mice for at least 10 generations, in house, before using in experiments. For neurosphere experiments, pups lacking *Ncf1* and carrying the *Gt(ROSA)26*^*tdTomato*^ transgene were generated by crossing B6.129(Cg)-*Gt(ROSA)26Sor*^*tm4(ACTB-tdTomato,-EGFP)Luo*^/J mice (The Jackson Laboratory) to *Ncf1*^*–/–*^ mice, and then mating the heterozygote offspring. *Igfbp2*^*–/–*^ mice^40^ were a kind gift from Dr. Clifford J. Rosen. Animals were typically group housed and maintained in 12-h light/dark cycle with set points at 73 degrees Fahrenheit and 50% humidity. Animals were randomly assigned to the control or treated groups throughout the study. Breeding and all mouse experiments were performed according to a protocol approved by the University of Iowa Institutional Animal Care and Use Committee (IACUC).

### Primary cell cultures

Primary neurosphere cultures were established from postnatal forebrain as described^41^, with the following modifications. Mouse pups were decapitated at 1–2 days of age. Forebrains were dissected and triturated to a single-cell suspension with a glass pipette. Primary cells from each pup were cultured and propagated in serum-free medium (SFM) DMEM/F12 supplemented with EGF, FGF (Sigma), insulin, transferrin, sodium selenite (ITSS) (Roche) and B-27 supplement (Invitrogen). After neurospheres were established, they were collected, incubated in TrypLE (Invitrogen) for 15 min at 37 °C then triturated to a single-cell suspension using glass pipettes. Adult SVZ NSCs were prepared as described^42^, with the following modifications. 8–12-week-old mice were euthanized using a high dose isoflurane followed by cervical dislocation. The SVZ was dissected and triturated to a single-cell suspension with a glass pipette. Cells were strained through a 70 µm cell strainer. Primary cells from each mouse were cultured and propagated in the same SFM used with neonatal NSCs. Second- or third-passage cells were used in all experiments. NSCs from each pup or adult were grown separately and the number of replicates in all cell culture experiments represents the number of pups or adult animals used.

### BrdU labeling of animals

Ten- to twelve-week-old mice received a single intraperitoneal injection of 5’-bromo 2’-deoxyuridine (BrdU 300 mg kg^–1^). They were sacrificed 24 h later, and the brains were dissected and immediately imbedded in optimal cutting temperature compound (OCT) (Tissue-Tek). Serial fresh-frozen sagittal sections (20 µm) were cut using a cryostat. Sections were kept at –80 °C until used.

### Collection and analysis of cerebrospinal fluid (CSF)

CSF was collected as described^43^ and kept at −80 °C until used. A mouse Cystatin-C ELISA kit (Biovendor) was used according to the manufacturer’s instructions, with the following changes: 1 µl of each CSF sample was diluted 1:3000 in two steps (1:15 then 1:200) with the dilution solution provided in the kit; and the samples were incubated with primary antibody overnight at 4 °C. A standard curve was generated and used to calculate the Cystatin-C concentration of the CSF.

### Measurement of endogenous reactive oxygen species (ROS) levels

In vivo ROS levels were measured using the ROS-sensitive dye hydroethidine (Invitrogen) as described^44^. Briefly, 12-week-old C57BL/6 or *Ncf1*^*–/–*^ males received an intravenous injection of hydroethidine (10 mg kg^–1^, in PBS 1% DMSO). Five hours later, the mice underwent intracardiac perfusion with PBS followed by 4% paraformaldehyde in PBS. Parasagittal sections of 30 µm thickness were cut using a cryostat. Nuclei were counterstained with Hoechst and coverslips were applied. Slides from different groups were imaged immediately, in parallel. Quantification was performed by Metamorph software and at the same threshold.

### Detection of cysteine S-Nitrosylation

In vivo cysteine S-Nitrosylation levels were measured using biotin derivatization as previously described^45^. Briefly, 20 µm parasagittal brain sections (every 20th) of 12-week-old C57BL/6, *Ncf1*^*–/–*^, or *Igfbp2*^*–/–*^ mice were fixed in 4% paraformaldehyde in PBS and washed three times with PBS containing 0.4 mM EDTA and 40 µM neocuproine. Free thiol groups were then blocked with 40 mM N-ethylmaleimide (NEM) in PBS containing 0.4 mM EDTA, 0.04 mM neocuproine, and 2.5% SDS for 30 min. Sections were washed three times and then incubated with 1 mM sodium ascorbate in PBS for 15 min to reduce S-nitrosylated proteins. Newly reduced cysteine residues were then labeled with 0.1 mM N-(3-Maleimidopropionyl)biocytin (MPB) in PBS for 30 min. After washing, sections were incubated with DyLight 549-conjugated streptavidin (1:250, Jackson Immunoresearch Labs) for 30 min. Nuclei were counterstained with Hoechst 33342 and coverslips were mounted in Aquamount. Slides from different groups were stained and imaged, in parallel. Quantification was performed by Metamorph software at the same threshold for all images.

### Immunofluorescence (IF)

Slides representing every twentieth section (at least 3 sections from each hemisphere), matching the parasagittal sections from all mice, were fixed in 4% PFA for 30 min at room temperature, washed 3 times in 1 x PBS, and boiled in 0.01 M sodium citrate buffer pH 6.0, for 25 min at 95–98 °C, for epitope retrieval. Sections were permeabilized in blocking solution (1 x PBS 20% donkey serum, 1 mM CaCl_2_, and 0.5% Triton-X 100). The slides were then incubated with primary antibody against BrdU (mouse, 1:250, BD Bioscience) diluted in diluent solution (1 x PBS containing 0.5% Triton-X 100, 1% donkey serum and 1 mM CaCl_2,_ overnight at 4 °C). Subsequently, slides were washed 3 times for 10 min in 1 x PBS, and then incubated with Alexa Fluor 568-conjugated donkey anti-mouse IgG secondary antibody (Jackson Immunoresearch, 1:250) and diluted in the same solution for 2 h at room temperature. Slides were washed in 1 x PBS 3 times, for 10 min each. SlowFade Gold with DAPI (Invitrogen) was added and coverslips were applied. Immunofluorescence staining for γ-H2ax, Rad51, Nestin, NeuN, and O4 was done similarly with the exception that epitope retrieval was performed in a pressure cocker for 5 min for γ-H2ax, Rad51, and Nestin. Primary antibodies used were γ-H2ax (rabbit, 1:300, Abcam), Rad51 (mouse, 1:330, Abcam), and Nestin (chicken, 1:250, Novus Biologicals). Immunofluorescent NeuN and O4 staining was done without epitope retrieval using primary antibodies to NeuN (rabbit, 1:400, Abcam) and O4 (mouse, 1:440, Millipore).

### Neurosphere formation and growth

Second-passage NSCs from each pup were seeded at clonal density (100 cells ml^–1^ of medium)^9^ in uncoated 24-well plates (Nunc). The cultures were monitored daily for neurosphere formation. After 11 days in culture in SFM, differential interface contrast (DIC) or DIC and red fluorescent protein (tdTomato) tiled scans of every well were acquired using the MetaMorph software (Molecular Devices) and a spinning-disk microscope DMI-60000 (Leica) equipped with an EMCCD camera (Hamamatsu). Cells were then harvested, triturated to a single-cell suspension, and counted using Countess (Invitrogen) according to the manufacturer’s protocol.

### Immunofluorescence-based staining of neurospheres

Second-passage NSCs were seeded at clonal density (100 cells ml^–1^ of media) in glass-bottom 35 mm dishes (MatTek) coated with poly-d-lysine and laminin. Five days after plating, developing neurospheres remained attached to the plate. At this time, they were grown in differentiation medium (DMEM/F12 supplemented with fetal bovine serum (FBS) and IGF (Sigma)). After 11 days in differentiation medium, the differentiated progenitors were fixed in 4% PFA for 1 h at room temperature. Differentiated progenitors were then carefully washed 3 times in 1 x PBS, using a bulb pipette with a 200 µl pipette tip attached to its end to avoid detachment. Differentiated progenitors were then incubated first in blocking solution for 1 h at room temperature, and then with primary antibodies against the following antigens: β-Tubulin III (rabbit, 1:250, Sigma), O4 (mouse, 1:440, Millipore) and Gfap (chicken, 1:250, Aves Labs) in diluent solution, overnight at 4 °C. Excess primary antibody was washed off 3 times using 1 x PBS. Differentiated progenitors were then incubated with fluorophore-conjugated secondary antibodies in diluent solution for 2 h at room temperature. Excess secondary antibody was then washed off using 1x PBS (three washes of 10 min duration each). SlowFade Gold with DAPI (Invitrogen) was then applied.

### Assessment of NSC proliferation and cell death

NSCs were seeded at density of 200,000 cells/2 ml onto poly-D-lysine coated 35 mm dishes with glass-bottom coverslips. NSCs were grown under proliferation conditions with Vinyl-L-NIO (L-VNIO, 100 µM) (Enzo Lifesciences) or vehicle for 3 days. 5-ethynyl-2’-deoxyuridine (EdU, 5 µM) was added to all dishes for 4 h before fixation in 4% paraformaldehyde. Cells were washed three time in PBS and then stained with the In-Situ Cell Death Detection Kit Fluorescein (Sigma) according to the manufacturer’s protocol. Cells were washed three times in PBS and Click-iT Plus EdU Alexa Fluor 647 Imaging Kit (ThermoFisher Scientific) was used to detect EdU according to the manufacturer’s protocol. Cells were then washed and incubated with Hoechst 33342 for nuclear counterstain.

### Oxidation and reduction of mouse recombinant Igfbp2 (mrIgfbp2)

MrIgfbp2 (R&D Systems) was incubated with 20 mM Dithiothreitol (DTT) for 30 min at 37 °C (Red), 1 mM H_2_O_2_ for 10 min at room temperature (Oxi) or with DTT for 30 min followed by H_2_O_2_ for 10 min (Red→Oxi). All incubations were performed under Argon and each incubation was followed by removal of excess DTT or H_2_O_2_ using Zeba spin desalting columns (ThermoFisher). DTT-, H_2_O_2_-, or DTT→H_2_O_2_-Pretreated mrIgfbp2 was then added to *Ncf1*^*–/–*^ NSC cultures.

### Assessment of Igfbp2 binding affinity to Igf1 and Igf2

Binding affinity studies were performed as previously described^46^ with the following modifications, 1 ng of native, reduced, or oxidized mouse rIgfbp2 was incubated with 10, 30, 100, or 300 ng/ml of Biotinylated rat rIgf2 or mouse rIgf1 (Eagle Bioscience) in a total volume of 500 µl of 50 mM Tris buffer containing 1% BSA pH 7.4 for 22 h at 4 °C. 100 µl of each reaction was added to an ELISA well coated with rat anti-Igfbp2 antibody (R & D Systems). Detection of Igfbp2-bound biotinylated Igfs was done using HRP-conjugated streptavidin followed by TMB. Uncoated wells, wells coated with rat anti-Igfbp2 but without the addition of the binding reaction, and coated wells with the addition of biotinylated Igfs without Igfbp2 were used as controls and for normalization. The experiment was performed twice with two replicates for each condition/experiment.

### Collection of protein from NSC conditioned medium and LC-MS/MS secretome analysis

P2 NSCs from one WT and one *Ncf1*^*–/–*^ pup were seeded at a density of 100,000 cells ml^–1^ in T-25 flasks (Thermo) and maintained under proliferation conditions for 5 days. Conditioned medium was collected, centrifuged, filtered (0.22 µm pores), and flash frozen in liquid nitrogen and stored at –80 °C. The concentration of protein in the conditioned medium was measured using the BCA Protein assay (ThermoFisher Scientific). Samples were lyophilized using a speed-vac, denatured, and solubilized in 50 µl of 8 M urea in 0.1 M triethyl ammonium bicarbonate (TEAB). Samples were then reduced in 10 mM dithiothreitol (DTT) for 1 h at 37 °C and alkylated in 55 mM iodoacetamide (IAA) for 1 h at room temperature in the dark. Alkylated proteins from WT and *Ncf1*^*–/–*^ NSCs were then digested in trypsin MS grade at a 1:50 ratio overnight at 37 °C. Digested peptides were then desalted using C18 Microspin columns (Nest group). Digested peptides were run on LTQ Liquid chromatography mass spectrometer (Thermo). The resultant traces were searched against mouse IPI database using Mascot search engine for protein identification to generate mascot generic (mgf) files. Mgf files were then used in Scaffold (Proteome Software Inc., Portland, OR) to visualize and compare the secretomes from WT and *Ncf1*^*–/–*^ NSCs.

### Collection of protein from conditioned medium, preparation of total cell lysates, and western blot analysis

P2 NSCs from each pup were seeded at a density of 100,000 cells ml^–1^ in T-25 flasks (Thermo) and maintained under proliferation conditions for 5 days. Neurospheres suspended in conditioned medium were harvested in a 15 ml conical tube and centrifuged. Cell pellets were lysed in RIPA buffer (Sigma) supplemented with Pierce phosphatase inhibitor mini tablets (Pierce) and cOmplete protease inhibitor cocktail (Roche) on ice for 20 min and sonicated for 20 s. Lysates were centrifuged at 13,000 × *g* for 5 min at 4 °C. Supernatant was collected in screw capped 2 ml tubes, snap frozen in liquid nitrogen, and stored at –80 °C. Conditioned medium was further centrifuged and filtered (0.22 µm pores), snap frozen in liquid nitrogen, and stored at –80 °C. The concentration of protein in the conditioned medium was measured using the Bio-Rad Protein assay (Bio-Rad). For each sample, 150 µg of protein was loaded onto a 15% or 4–20% gradient SDS polyacrylamide gel after boiling in Laemmli buffer (Sigma). Protein bands were transferred to a nitrocellulose membrane, which was then blocked in 2% bovine serum albumin (BSA) in filtered 1 x TBS buffer (36 mM Tris Base, 50 mM NaCl and 0.5% Tween 20). The membrane was then incubated with rabbit polyclonal anti-Igfbp2 (Millipore, 1:1000), goat polyclonal anti-Igfbp2 (R & D systems, 1:500), rabbit monoclonal anti-γ-H2ax (Abcam, 1:1000), goat polyclonal anti-Gapdh (ThermoFisher, 1:1000), Rad51 (mouse, 1:1000, Abcam), Nestin (chicken, 1:750, Novus Biologicals), or mouse monoclonal anti-Flag (Sigma, 1:500) in 0.5% BSA in filtered 1 x TBS, overnight at 4 °C. The membrane was then washed and incubated in 0.5% BSA in filtered 1 x TBS containing IRDye 680 donkey-anti-rabbit, IRDye 800 donkey-anti-goat antibody (1:10,000, LI-COR Biosciences), Alexa Fluor 488-Conjugated Donkey anti-chicken (Jackson ImmunoResearch, 1:10,000), or HRP-Conjugated Donkey anti-mouse (Jackson ImmunoResearch, 1:10,000) for 2 h at room temperature. The membrane was then imaged using the Odyssey or Odyssey M imaging system (LI-CORE Biosciences). Densitometry was carried out using the Image Studio Lite software and Empiria Studio (LI-CORE Biosciences).

### RNA sequencing and pathway analysis

Primary NSCs were prepared from 4 WT and 4 *Ncf1*^*–/–*^ pups. P2 NSCs from each pup were seeded at a density of 100,000 cells ml^–1^ in T-25 flasks (Thermo) and maintained under proliferation conditions. At 48 h after plating, paired *Ncf1*^*–/–*^ NSC cultures from each animal were treated with vehicle or Igfbp2 (60 ng ml^–1^). This concentration of Igfbp2 was calculated based on the abundance of Igfbp2 in the media of WT culture. Forty-eight hours later, total RNA was prepared. Samples were depleted of rRNA and RNAseq was performed on the remaining RNA by the Genomics Core at the University of Washington. Median quality for all bases was equivalent for all samples; the median Phred quality scores for each base was ≥32. Samples were mapped using the Bowtie2 software and quantified with RSEM^47^. All downstream analyses used transcripts per million (TPM) as units. One-way ANOVAs was performed using the aov function in R version 3.2.1. Tukey’s post hoc test was then performed for all genes using the TukeyHSD function. All *p*-values were then FDR corrected by the Benjamini–Hoeschberg (BH) correction using the p.adjust function in R. All subsets of genes were selected using the BH FDR corrected q-values, and cutoffs of 0.05. All heat maps were generated using the heatmap.2 function, using Euclidean distance from the gplots library in R. For heat map display, all genes were log transformed [log2(TPMi+1)] and then linear normalized [logTPMi − min(logTPM)]/[max(logTPM) − min(logTPM)]. The minimal and maximal values used were the minimum and maximum TPM for each gene. Biological pathway analysis was performed using Integrated Pathway Analysis software (Ingenuity Systems, Redwood City, CA) and the absolute-fold change in gene expression for the indicated comparisons. The positive pathway identification threshold was set to *P* < 0.05 by Fisher’s exact test. Ingenuity Pathway Analysis (IPA) software (Qiagen) was used to determine GO terms and calculate the differentially activated or inhibited pathways and biological functions in the *Ncf1*^*–/–*^ transcriptomes compared to wild-type counterpart.

### siRNA knockdown experiments

200,000 NSCs were plated into all wells of 6-well dishes and allowed to grow for 3 days prior to transfection with dicer substrate interfering RNA (dsiRNA). dsiRNA oligos were ordered from IDT, resuspended in 200 µl/nanomole Invitrogen ultrapure water, and used to transfect cells (with Lipofectamine RNAiMAX, Invitrogen). For each well in a 6-well dish, 5 µl of dsiRNA stock (25 nM final concentration) was mixed with 125 µl of OptiMEM, while separately 10 µl of Lipofectamine RNAiMAX was mixed with 125 µl OptiMEM; these fractions were then mixed and incubated at room temperature for 5 min, then added drop-wise to wells. The IDT NC1 dsiRNA was used as a negative control. *Fanca, Fancd2,* or *Rad51* were knocked down using the following IDT dsiRNA kits: mm.Ri*.Fanca*.13.1, mm.Ri.*Fancd2*.13.1, or mm.Ri.*Rad51*.13.1.

### Mouse *Fanca* (*mfanca*)-PiggyBac vector plasmid construction

NCBI gene number 14087 was used to synthesize *mFanca* gene flanked by XbaI at the 5’-end and NotI at the 3’-end inserted in pUC57 (Genscript). The *mFanca* gene fragment was subcloned into the XbaI and NotI restriction enzyme sites downstream of the CMV promoter in the PiggyBac vector plasmid, which also harbored a puromycin-resistant gene cassette (cat. # PB513B-1; SBI System Biosciences). A negative control PiggyBac vector containing GFP and puromycin-resistant gene expression cassettes was also generated.

### Generating *mFanca*-overexpressing (Fanca OE) mouse NSCs

Passage 2 WT NSCs were transfected with Super piggyBac Transposase expression vector (Cat. # PB210PA-1; SBI System Biosciences) in addition to *mFanca* or GFP-expressing PiggyBac vector plasmid using the Lipofectamine LTX with Plus Reagent (Invitrogen). Transduced NSCs were selected in 3 µg ml^–1^ puromycin for 1 day.

### Analysis of Igfbp2 cysteine oxidation

Two protocols were used for oxidation and reduction of redox-sensitive cysteine residues of Igfbp2. For oxidation, mrIgfbp2 (120 µg ml^–1^) was incubated with 0 µM, 10 µM, 100 µM, or 1 mM H_2_O_2_ at pH 7 for 10 min at room temperature. This treatment typically oxidizes the redox-sensitive thiol residues to form disulfide bonds. In this protocol, excess H_2_O_2_ was eliminated by incubation with catalase (0.1 µg ml^–1^) for 15 min at room temperature. For reduction, mrIgfbp2 (20 µM) was incubated with a 4 M excess of tris[2-carboxyethyl] phosphine (TCEP) (80 µM) in Sodium Citrate for 15 min at room temperature. This treatment permanently reduces all the oxidized redox-sensitive cysteine residues to thiol form. 1% Acetic acid was added to adjust the pH to 6.5. The results of both protocols were then incubated in N-(Biotinoyl)-N′-(iodoacetyl)ethylenediamine (BIAM) (100 µM) for 15 min at room temperature. This step typically labels all the available thiol groups with BIAM, which is detectable by WB and LC-MS/MS. Excess BIAM was quenched by adding β-Mercaptoethanol (BME) to a final concentration of 20 mM. The pH was adjusted to 8.5 using 1.2 M Tris base buffer. Subsequently, 6 µl of 6x Laemmli buffer were added to 30 µl of each reaction and the samples were boiled. Equal amounts of each reaction were subjected to SDS-PAGE and protein bands were transferred to a nitrocellulose membrane. Immunoblotting was then performed using IR 800-conjugated streptavidin. The rest of each reaction was submitted to the proteomics core at the University of Iowa Carver College of Medicine for LC-MS/MS analysis and evaluation of the BIAM-labeled cysteine residues of Igfbp2.

### Generating mutant Igfbp2 plasmids

We used the pCMV-mIgfbp2 plasmid, which carries a Myc-DDK-tagged mouse Igfbp2 cDNA (NM_008342) (Origene). To generate the pCMV-Igfbp2^C263A^ plasmid, a partial cDNA fragment of mouse Igfbp2 harboring the C263A mutation was synthesized (IDT, Coralville, IA) and exchanged into pCMV-mIgfbp2. To generate the pCMV-Igfbp2^C43A^ and pCMV-Igfbp2^C43/263A^ plasmids, we used the forward primer CGCTGCCCACCC*GCC*ACGCCCGAGCG and reverse primer CGCTCGGGCGT*GGC*GGGTGGGCAGCG with the QuikChange II XL Site-Directed Mutagenesis Kit (Agilent Technologies) according to manufacturer’s instructions.

### Expression of WT and mutant mIgfbp2 in *Igfbp2*^*–/–*^ NSCs

*Igfbp2*^*–/–*^ NSCs were harvested from newborn pups and 500,000 cells were plated onto each well of 6-well dishes. Cells were allowed to grow for 24 h prior to transfection with plasmids carrying the WT or mutant mouse Igfbp2 cDNA. Cells were transfected using the Lipofectamine LTX with Plus Reagent (Invitrogen). For each well in a 6-well dish, 5 µg of plasmid DNA stock was mixed with 150 µl of OptiMEM and 5 µl of Plus Reagent, while separately 12 µl of Lipofectamine LTX was mixed with 150 µl OptiMEM. These fractions were then mixed and incubated at room temperature for 5 min, then added drop-wise to wells. We used pCMV-Igfbp2 (Origene), pCMV-Igfbp2^C43A^, pCMV-Igfbp2^C263A^, or pCMV-Igfbp2^C43/263A^ plasmids for transfections. pCMV6-eGFP plasmid was used as a negative control. Eighteen hours after the start of transfection, the medium was replaced with a mixture of fresh growth medium and conditioned medium at a ratio of 2:1.

### Reverse transcription and quantitative polymerase chain reactions (rtPCR and qPCR)

P3 *Igfbp2*^–/–^ NSCs were plated onto all wells of 6-well dishes. Three days after transfection with the indicated plasmids, 200 µl of conditioned medium were collected for western analysis, to ensure that WT and mutant Igfbp2 were expressed and secreted. After a further 48 h, the cells were harvested, and total RNA was prepared using the RNeasy Plus Mini Kit (Qiagen). cDNA was prepared from the total RNA using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems) or SuperScript IV VILO Master Mix (ThermoFisher Scientific) according to the manufacturer’s protocol. Quantification of transcription levels relative to β-Actin (inner control) was performed using TaqMan Universal Master Mix II, with UNG (Applied Biosystems), according to the manufacturer’s protocol and utilizing the following gene expression assays: Mm02619580_g1 Actb 4448484 TaqMan Gene Expression Assay, SM VIC PL for β-Actin, Mm01243365_m1 Fanca 4331182 TaqMan Gene Expression Assay, SM for Fanca, Mm01184611_m1 Fancd2 4331182 TaqMan Gene Expression Assay, SM for Fancd2 and Mm00487905_m1 Rad51 4331182 TaqMan Gene Expression Assay, SM for Rad51.

### Imaging and image processing

All immunofluorescence (IF) images were acquired using a laser scanning confocal microscope LSM-700 (Zeiss; ×20 objective), LSM-880 (Zeiss, ×20 and ×63 objectives), and LSM-980 (Zeiss, ×20 and ×63 objectives) in conjunction with the acquisition software Zen-2010. Tiled scans of the areas of interest in the mouse brain and of all neurospheres in the glass-bottom well of a 35-mm plate were acquired. Image processing and quantification were performed using offline MetaMorph software (Molecular Devices). Quantification of the numbers of cells positive and negative for specific markers or a thymidine analog was carried out using the multi-wavelength cell scoring application module of the MetaMorph software. This module allowed for the following parameters to be set: the average size of the nucleus and cytosol; whether a marker is expressed in the nucleus, cytosol, or both; and the intensity above local background and the percentage of the cell that must be stained for it to be considered positive for a certain marker. All bright field (BF) images were captured using spinning disc DMI 6000 (Leica, ×2.5, ×10, and ×20 objectives) in conjunction with the acquisition software online MetaMorph. Tiled scans of the whole wells or flasks were acquired. Image processing and quantification of neurosphere number and dimensions were performed using offline MetaMorph software.

### Statistical analysis

Unless otherwise specified, statistical analysis and the calculation of significance values were performed using the Prism 7 (GraphPad) software. The two-tailed Mann–Whitney U test, two-tailed student’s t-test, as well as Kruskal–Wallis, one-way and two-way ANOVA, were used when appropriate. The Bonferroni or Benjamini–Hochberg FDR post-test comparing all groups was used where indicated; significance was considered at *p* < 0.05. Exact *p* values and details of each statistical test are available in the accompanying Source data file. Error bars indicate s.e.m. All bar graphs were assembled using Excel (Office 365).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Software 1

Reporting Summary

## Data Availability

The RNA sequencing data generated in this study has been deposited in the NCBI Gene Expression Omnibus (GEO) (https://www.ncbi.nlm.nih.gov/geo/) under accession code GSE221955. The main data supporting the findings of this study are available within the article and its Supplementary Figures and supplementary data files. Complete statistics and exact *P* values for each test and post hoc comparison are also included within the Source data file. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Chuikov S, Levi BP, Smith ML, Morrison SJ (2010). Prdm16 promotes stem cell maintenance in multiple tissues, partly by regulating oxidative stress. Nat. Cell Biol..

[2] Coant N (2010). NADPH oxidase 1 modulates WNT and NOTCH1 signaling to control the fate of proliferative progenitor cells in the colon. Mol. Cell. Biol..

[3] Ito K (2004). Regulation of oxidative stress by ATM is required for self-renewal of haematopoietic stem cells. Nature.

[4] Kimura W (2014). Redox signaling in cardiac renewal. Antioxid. redox Signal..

[5] Paul MK (2014). Dynamic changes in intracellular ROS levels regulate airway basal stem cell homeostasis through Nrf2-dependent Notch signaling. Cell Stem Cell.

[6] Dickinson BC, Peltier J, Stone D, Schaffer DV, Chang CJ (2010). Nox2 redox signaling maintains essential cell populations in the brain. Nat. Chem. Biol..

[7] Sofroniew MV (2009). Molecular dissection of reactive astrogliosis and glial scar formation. Trends Neurosci..

[8] Paik J (2009). FoxOs cooperatively regulate diverse pathways governing neural stem cell homeostasis. Cell Stem Cell.

[9] Le Belle JE (2011). Proliferative neural stem cells have high endogenous ROS levels that regulate self-renewal and neurogenesis in a PI3K/Akt-dependant manner. Cell Stem Cell.

[10] Wang J, Ma MW, Dhandapani KM, Brann DW (2018). NADPH oxidase 2 deletion enhances neurogenesis following traumatic brain injury. Free Radic. Biol. Med..

[11] Oakley FD, Abbott D, Li Q, Engelhardt JF (2009). Signaling components of redox active endosomes: the redoxosomes. Antioxid. Redox Signal..

[12] Sorce S, Krause KH (2009). NOX enzymes in the central nervous system: from signaling to disease. Antioxid. Redox Signal..

[13] Hameed LS (2015). Environmental changes in oxygen tension reveal ROS-dependent neurogenesis and regeneration in the adult newt brain. Elife.

[14] Forsberg K (2013). The tumor suppressor p53 fine-tunes reactive oxygen species levels and neurogenesis via PI3 kinase signaling. J. Neurosci..

[15] Coyoy A, Olguin-Albuerne M, Martinez-Briseno P, Moran J (2013). Role of reactive oxygen species and NADPH-oxidase in the development of rat cerebellum. Neurochem. Int..

[16] Schwer B (2016). Transcription-associated processes cause DNA double-strand breaks and translocations in neural stem/progenitor cells. Proc. Natl Acad. Sci. USA.

[17] Wei PC (2016). Long neural genes harbor recurrent DNA break clusters in neural stem/progenitor. Cells Cell.

[18] Banfi B, Clark RA, Steger K, Krause KH (2003). Two novel proteins activate superoxide generation by the NADPH oxidase NOX1. J. Biol. Chem..

[19] Cheng G, Ritsick D, Lambeth JD (2004). Nox3 regulation by NOXO1, p47phox, and p67phox. J. Biol. Chem..

[20] Domenichini F (2018). Store-operated calcium entries control neural stem cell self-renewal in the adult brain subventricular zone. Stem Cells.

[21] Suslov ON, Kukekov VG, Ignatova TN, Steindler DA (2002). Neural stem cell heterogeneity demonstrated by molecular phenotyping of clonal neurospheres. Proc. Natl Acad. Sci. USA.

[22] Marlier Q, Verteneuil S, Vandenbosch R, Malgrange B (2015). Mechanisms and functional significance of stroke-induced neurogenesis. Front. Neurosci..

[23] Taupin P (2000). FGF-2-responsive neural stem cell proliferation requires CCg, a novel autocrine/paracrine cofactor. Neuron.

[24] Benussi L, Binetti G, Ghidoni R (2017). Loss of neuroprotective factors in neurodegenerative dementias: the end or the starting point?. Front. Neurosci..

[25] Iqbal MA, Eftekharpour E (2017). Regulatory role of redox balance in determination of neural precursor cell fate. Stem Cells Int.

[26] Prozorovski T (2008). Sirt1 contributes critically to the redox-dependent fate of neural progenitors. Nat. Cell Biol..

[27] Nayernia Z (2017). Decreased neural precursor cell pool in NADPH oxidase 2-deficiency: from mouse brain to neural differentiation of patient derived iPSC. Redox Biol..

[28] Chojnacki A, Weiss S (2008). Production of neurons, astrocytes and oligodendrocytes from mammalian CNS stem cells. Nat. Protoc..

[29] Jin X (2017). Neuronal nitric oxide synthase in neural stem cells induces neuronal fate commitment via the inhibition of histone deacetylase 2. Front Cell Neurosci..

[30] Forstermann U, Sessa WC (2012). Nitric oxide synthases: regulation and function. Eur. Heart J..

[31] Madabhushi R (2015). Activity-induced DNA breaks govern the expression of neuronal early-response genes. Cell.

[32] Chaker Z, Aid S, Berry H, Holzenberger M (2015). Suppression of IGF-I signals in neural stem cells enhances neurogenesis and olfactory function during aging. Aging Cell.

[33] Otaegi G (2006). Modulation of the PI 3-kinase-Akt signalling pathway by IGF-I and PTEN regulates the differentiation of neural stem/precursor cells. J. Cell Sci..

[34] Zhang X (2014). IGF-1 promotes Brn-4 expression and neuronal differentiation of neural stem cells via the PI3K/Akt pathway. PloS one.

[35] Pao GM (2014). Role of BRCA1 in brain development. Proc. Natl Acad. Sci. USA.

[36] Sii-Felice K (2008). Fanconi DNA repair pathway is required for survival and long-term maintenance of neural progenitors. EMBO J..

[37] Mullan PB, Quinn JE, Harkin DP (2006). The role of BRCA1 in transcriptional regulation and cell cycle control. Oncogene.

[38] Zhu Q (2011). BRCA1 tumour suppression occurs via heterochromatin-mediated silencing. Nature.

[39] Khan S (2019). IGFBP-2 signaling in the brain: from brain development to higher order brain functions. Front. Endocrinol. (Lausanne).

[40] DeMambro VE (2008). Gender-specific changes in bone turnover and skeletal architecture in igfbp-2-null mice. Endocrinology.

[41] Pacey, L., Stead, S., Gleave, J., Tomczyk, K. & Doering, L. Neural stem cell culture: neurosphere generation, microscopical analysis and cryopreservation. *Nat. Protoc.***1**, 215–222 (2006).

[42] Walker TL, Kempermann G (2014). One mouse, two cultures: isolation and culture of adult neural stem cells from the two neurogenic zones of individual mice. J. Vis. Exp..

[43] Liu L, Duff K (2008). A technique for serial collection of cerebrospinal fluid from the cisterna magna in mouse. J. Vis. Exp..

[44] Kunz A, Anrather J, Zhou P, Orio M, Iadecola C (2007). Cyclooxygenase-2 does not contribute to postischemic production of reactive oxygen species. J. Cereb. Blood Flow. Metab..

[45] Aesif SW, Janssen-Heininger YM, Reynaert NL (2010). Protocols for the detection of s-glutathionylated and s-nitrosylated proteins in situ. Methods Enzymol..

[46] Oh Y, Muller HL, Lee DY, Fielder PJ, Rosenfeld RG (1993). Characterization of the affinities of insulin-like growth factor (IGF)-binding proteins 1-4 for IGF-I, IGF-II, IGF-I/insulin hybrid, and IGF-I analogs. Endocrinology.

[47] Li B, Dewey CN (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinforma..

How the deposited data were processed for this re-analysis (not part of the article)

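RNA of 12 cultures of forebrain NSCs from pups was analysed, 4 each of WT, vehicle-treated *Ncf1*-/- and Igfbp2-treated *Ncf1*-/- NSCs, with 1 library per culture. Libraries of apocynin-treated cultures were not analysed here. The authors mapped the reads with Bowtie2 and quantified them per gene with RSEM, and they deposited for each library the estimated count per gene (RSEM's expected count), without normalization. The TPM values were made by RSEM as deposited by the authors and sum to a fixed total per library. The FPKM values were also made by RSEM, per the file headers, and were not used here. The table that merges the libraries holds a score made by the authors, which equals the TPM multiplied by the number of transcripts of the gene for 100% of 257083 values above 0, and its columns sum to between 1917654 and 2557659. This score was not used in any test, and served to compare log2 fold changes with those of the paper. The genome build and the annotation release are not named in the paper's text, and no coordinates are given.

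Expected counts were rounded and analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Genes were kept by filterByExpr over the 3 groups, TMM factors were computed, and a quasi-likelihood model with a mean per group and no covariate was fitted to the 12 libraries. The 3 comparisons and the test over the 3 groups were each adjusted by the Benjamini-Hochberg method. At these depths the median standard error of a log2 fold change was 0.1406 between *Ncf1*-/- and WT and 0.1405 between the treatments. Genes with 3 or fewer counts in each library of a group were taken as at the floor, and their fold changes are given as bounds. Within the groups, the closest pair of replicates, vehicle-treated *Ncf1*-/- replicates 2 and 3, had a chi-square per degree of freedom of 4.72, so that no pair of replicates was as close as sampling alone would give.

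Genes named in the text are those that the paper names in its RNA-seq results, 5 others chosen beforehand (*Ncf1*, *Fancd2*, *Brca1*, *Nes* and *Cst3*) and, in each of 2 comparisons, the 4 called genes with the largest rise and the 4 with the largest fall. The last were taken from genes with a mean of at least 5 CPM and no overlap between groups. Some genes that this rule selects are not reported here. Gene lists were tested with camera at a preset correlation of 0.01 on log2 CPM from voom, with fry and an estimated correlation as alternatives. Of 14 lists, 8 were written by hand from general knowledge (FA genes, replication licensing, oligodendrocyte lineage, neuronal lineage, astrocyte, neural stem cell, microglia and mesenchymal genes). The S and G2/M phase lists were those of the Seurat package, 1 held the mitochondrial mRNAs, and 3 were molecules that the study listed from these libraries. Of the 12 microglia genes, 1 passed the gene filter (*P2ry12*, named after its value was seen, with log2 fold changes of 0.28 and −0.27), and that list was not tested. The 13 mitochondrial mRNAs had medians of −0.02 between *Ncf1*-/- and WT (camera adjusted p = 0.846) and 0.09 between the treatments (camera adjusted p = 0.929). Genes shared with another list numbered 6 for the FA list, 8 for replication licensing, 12 for the S phase, 0 for the G2/M phase, 3 for the oligodendrocyte, 2 for the neuronal, 1 for the astrocyte and 1 for the neural stem cell list. The list of Brca1 molecules shared 9 and that of the development of oligodendrocytes 7, and the other 4 lists shared 0.

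The study's own test was rerun on the deposited TPM as its methods and code give it, with the test over the 3 groups and the post hoc comparisons each adjusted by the Benjamini-Hochberg method. It called 4329 and restored 566 genes. Of 1410 genes of Supplementary Data 2a that could be compared, 1410 had a p-value over the 3 groups within 1% of the listed one, and 1409 had so in each post hoc column. The alternatives were DESeq2 1.42.0, library totals without TMM factors, no filter, a mean of at least 5 CPM, only the 2 groups compared, the culture pair as a block, an adjusted p-value under 0.01, and a log2 fold change of at least 1. They also took in the study's own test, limma on log2(TPM + 1), log2(TPM + 0.1) and rescaled TPM, the Y-linked genes as a covariate and each library left out in turn.

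The methods of the paper state that paired *Ncf1*-/- cultures of each animal were given vehicle or Igfbp2, and the legend of Fig. 3 that the numbers match the preparations, so that the replicate numbers were taken as the pairs. With the mean of each group taken off, the correlation across genes of cultures with the same number was between −0.0673 and 0.0328 over 4 pairs, against −0.248 to 0.257 over 12 pairs with different numbers. The tests were tried on simulated data with 200 changed genes at a log2 fold change of 1.5 and a dispersion of 0.02. There edgeR recovered 200 of the 200 genes changed between the genotypes and 100 of 100 restored genes, with 5 and 0 false calls. The study's own test recovered 83.5% and 71.0%. Of 20 simulated gene lists with no change, 0 had a camera p-value under 0.05, so that 0 were called, and a list with a planted change was called. Genes were drawn independently there, so these lists cannot show how camera behaves when genes of a list vary together. The simulated dispersion was the same in all groups, while the biological coefficient of variation was 0.250 in WT and 0.117 in vehicle-treated *Ncf1*-/- NSCs.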

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

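Samples were compared within groups of 4 by the gap of the extreme sample to its nearest neighbour, as a share of the range. Of 129 groups, 11 had a share above the limit of Dixon's test for 4 samples, where chance gives 6.45. The tests of a loss of the Y chromosome, of a mixture of male and female cells and of *Smarcal1* were chosen only after the results were seen.

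WT replicate 4 stood apart in *Xist* (share of the range 0.995), at 291 CPM against 3.87 to 5.22 CPM in the other WT libraries. It also stood apart in the Y-linked genes (0.897), at 6.46 against 107 to 118 CPM, and in *Uty* alone (0.859), at 2.06 against 19.7 to 22.6 CPM. A second sample list in the study's code calls this library apocynin-treated. Its root mean square log2 distance to the mean of the vehicle-treated *Ncf1*-/- libraries was 1.087, against 1.15, 1.18 and 0.880 for WT replicates 1 to 3, so that it lay within their range. A mislabelled sample and a pup of the other sex cannot be told apart from these values, because no apocynin-treated library was analysed here. With the Y-linked genes as a covariate, which within groups varied mainly through WT replicate 4, 8578 genes were called between *Ncf1*-/- and WT NSCs. Without WT replicate 4 and without the covariate, 8844 were called. Different numbers of male and female pups therefore do not account for most of the 8978.

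The Y-linked genes had a mean of 109.6 CPM in the vehicle-treated *Ncf1*-/- libraries, and *Xist* a mean of 242.4 CPM in the Igfbp2-treated *Ncf1*-/- libraries, in genes that the paper does not discuss. Of the 4 X-linked genes that escape inactivation, 3 were called higher in Igfbp2-treated *Ncf1*-/- libraries: *Kdm6a* (0.32, edgeR adjusted p = 0.00872), *Kdm5c* (0.77, edgeR adjusted p = 0.00143) and *Eif2s3x* (0.47, edgeR adjusted p = 0.0215), but not *Ddx3x* (0.13, edgeR adjusted p = 0.543). *Xist* was 2.99 times as high in the Igfbp2-treated *Ncf1*-/- libraries, without overlap between the groups (two-sided exact permutation p = 0.0286). It was not called by edgeR (log2 fold change 1.58, SE 1.08, edgeR adjusted p = 0.3). Its higher level in each treated library argues against a loss or silencing of the Y chromosome in male cells. Cultures of pups of different sex in the 2 groups may account for this pattern, although the paper states that the cultures were paired by animal. *Xist* was also present in the vehicle-treated libraries, at a level that would need 33.4% of female cells. A mixture of male and female cells would then leave 66.6% of the Y-linked level of male cultures, while the lowest vehicle-treated value was 105.3 CPM, near that of WT replicates 1 to 3. The Y-linked level of male *Ncf1*-/- cultures is not known, which keeps this open. All 4 vehicle-treated libraries held both, *Xist* at 72.3 to 87.8 CPM and the Y-linked genes at 105.3 to 115.5 CPM. The paper states that the cells of each pup were grown separately, which leaves this unexplained. Whether these 4 cultures come from separate animals was not tested, and the p-values take them as independent. *Xist* in Igfbp2-treated *Ncf1*-/- replicate 1 (0.908) was at 166 against 265 to 275 CPM, *Ddx3y* in Igfbp2-treated *Ncf1*-/- replicate 2 (0.923) at 1.26 against 1.87 to 1.92 CPM, and *Eif2s3y* in vehicle-treated *Ncf1*-/- replicate 2 (0.891) at 26.6 against 24.6 to 24.9 CPM.

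*Smarcal1* had a mean of 15.87 CPM in the Igfbp2-treated *Ncf1*-/- libraries, between its WT and vehicle-treated levels. A share of 38.0% of WT RNA would be needed for this, and would bring *Mbp* to 933 CPM, while its mean was 7.86 CPM, which argues against RNA of WT cells. Of the 20 tested genes next to *Smarcal1*, 5 were called between the treatments, or 25.0% as among the genes tested (two-sided Fisher exact p = 1). A stretch of DNA around *Smarcal1* that differs between the animals of the groups could change this gene alone, so the neighbours leave it open, as is an effect of the treatment.

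Short RNAs took a mean of 67.023% of the TPM in the Igfbp2-treated *Ncf1*-/- libraries. They took 56.0% in vehicle-treated *Ncf1*-/- replicate 4 (share of the range 0.905), against 59.9% to 60.3% in the others. With the study's own test on rescaled TPM, which was chosen after seeing the data, 162 genes were restored in place of 566, of which 153 were higher and 9 lower in vehicle-treated *Ncf1*-/- NSCs. With limma, 1252 higher and 17 lower restored genes on log2(TPM + 1) became 394 higher and 208 lower on rescaled TPM. A different share of short RNAs in the groups is a candidate explanation for the number of restored genes. For their direction it stays open, since this stayed in the first test and became less one-sided in the other. A change in these RNAs after treatment was not tested apart from their capture.

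*Nes* in WT replicate 3 (0.878) was at 447 against 118 to 158 CPM, and among the WT libraries that one also held the highest *Igfbp2*. Of the 20 genes of the oligodendrocyte lineage, 19 had their lowest WT value in it, where chance gives 5, and the mean log2 CPM of the list was 6.71 against 8.34, 8.37 and 7.77. A WT library with another mix of cell types or states may account for both, and whether this comes from the animal or the culture was not tested. The other extremes were *Fanca* in vehicle-treated *Ncf1*-/- replicate 3 (0.890), at 17.3 against 18.6 to 18.7 CPM, and *Fancd2* in Igfbp2-treated *Ncf1*-/- replicate 3 (0.832), at 27.8 against 25.9 to 26.2 CPM. The list of the development of oligodendrocytes in Igfbp2-treated *Ncf1*-/- replicate 1 (0.956) had a mean log2 CPM of 4.87 against 4.99 to 5.00. No explanation was tested for these 3 results, of the kind and number that chance gives.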

How the results depend on the processing

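The tests of this part were set before the data were examined, except the study's own test on rescaled TPM, which was chosen after seeing the data. Of 41 results for single genes under 27 alternative settings, 867 values kept their direction and side of the threshold, 29 were weaker, 27 stronger and 36 of the other direction. Of 26 list results, 500 values kept both and the remaining values did not. The mitochondrial list between the treatments changed in 2 of 12 fits that left out a library and in 6 of 11 other settings. Between *Ncf1*-/- and WT NSCs it changed in 4 of 12 and 5 of 10, and the neuronal list in 3 of 12 and 3 of 10. Where no cause is given, the cause was not tested. Between the treatments, the median log2 fold change of the genes tested was 0.04 with TMM factors, −0.23 without them, −0.30 with TPM and −0.07 with rescaled TPM. As a log2 ratio of TPM it was −0.43. A turn to a fall under these scalings is therefore in whole or part a shift of all genes alike.

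The number of genes called between *Ncf1*-/- and WT NSCs stayed within 1.5 times of 8978 except with a log2 fold change of at least 1 (3246) and the study's own test (4329). With that fold change the other counts were 914 between the treatments, 3848 between Igfbp2-treated *Ncf1*-/- and WT NSCs, 4707 over the 3 groups and 103 restored, a stricter criterion by construction, as is an adjusted p-value under 0.01, with 1514 between the treatments and 363 restored. Without TMM factors, 5906 genes were called between the treatments (648 higher, 5258 lower) and 1478 restored (1379 higher and 99 lower in vehicle-treated *Ncf1*-/- NSCs). The study's own test called 2149 (64 higher, 2085 lower) between the treatments and 5592 (965 higher, 4627 lower) between Igfbp2-treated *Ncf1*-/- and WT NSCs. Limma on log2(TPM + 1) called 6354 (200 higher, 6154 lower) and restored 1269 (1252 higher, 17 lower), and limma on log2(TPM + 0.1) called 6519 (165 higher, 6354 lower) and restored 1178 (1157 higher, 21 lower). Limma on rescaled TPM called 3205 (960 higher, 2245 lower) and restored 602 (394 higher, 208 lower). The study's own test on rescaled TPM called 757 (246 higher, 511 lower) and restored 162. Between *Ncf1*-/- and WT NSCs, the split between higher and lower was 6024 and 3159 without TMM factors and 2552 and 3804 with the study's own test on rescaled TPM. Between Igfbp2-treated *Ncf1*-/- and WT NSCs it was 1969 and 6890, 2038 and 7009, and 3479 and 6326 with limma on log2(TPM + 1), log2(TPM + 0.1) and rescaled TPM, and 2586 and 5012 with the study's own test on rescaled TPM. With the Y-linked covariate, 4 genes were called between the treatments and 2 restored, where the covariate almost separates the groups. Leaving out a library gave 2294 (*Ncf1*-/- replicate 2) to 4872 (WT replicate 3) genes between the treatments, with 2320 without *Ncf1*-/- replicate 1 and 2550 without Igfbp2-treated *Ncf1*-/- replicate 2. It gave 510 (*Ncf1*-/- replicate 1) to 979 (WT replicate 3) restored genes, with 512, 532 and 553 without *Ncf1*-/- replicates 2 and 3 and Igfbp2-treated *Ncf1*-/- replicate 2. With the culture pair as a block, 5423 genes were called between the treatments, 3714 of them also called without it, and 992 were restored, 805 of them also restored without it. The sex-linked genes put the pairing that this block assumes in doubt. Among the single genes recomputed with the block, it changed the calls of *Fancc* and *Igfbp2* between the treatments and no other, and the remaining genes reported were not recomputed with it. The correlation between the effects was −0.0393 with disjoint vehicle libraries, more negative than in the simulated data sets treated alike (−0.0355 to 0.0182).

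*Atrip* between the treatments turned to −0.0038 with DESeq2, −0.26 without TMM factors, −0.055 at a mean of at least 5 CPM, −0.034 with only the 2 groups, −0.0345 with the block, −0.49 with the study's own test, −0.50 and −0.58 with limma on log2(TPM + 1) and log2(TPM + 0.1), −0.22 with limma on rescaled TPM and −0.21 with the study's own test on it. It ran from −0.055 (without Igfbp2-treated *Ncf1*-/- replicate 3) to 0.022 (without *Ncf1*-/- replicate 1). Against WT, Igfbp2-treated *Ncf1*-/- NSCs had *Atrip* at −0.20 with the study's own test, −0.20, −0.25 and −0.032 with limma on log2(TPM + 1), log2(TPM + 0.1) and rescaled TPM and −0.031 with the study's own test on it. *Fancc* was in the first 3 of these at −0.066, −0.070 and −0.094. *Nes* between the treatments was at −0.082, −0.13 and −0.13 in the first 3. With the Y-linked covariate, *Rfc2* turned to 0.017, *Fancd2* to 0.048 and *Brca1* to 0.38. *Eif2s3y* turned to 0.42, *Ddx3y* to 0.81, *Kdm5d* to 0.23 and *Uty* to 0.097, where the loss of the fall is fixed by construction. *Fancd2* ran from −0.095 (without *Ncf1*-/- replicate 3) to 0.087 (without *Ncf1*-/- replicate 4) and *Brca1* from −0.24 (without Igfbp2-treated *Ncf1*-/- replicate 3) to 0.090 (without *Ncf1*-/- replicate 4).

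Among the lists between the treatments, the median of the oligodendrocyte list was −0.047 without TMM factors, −0.13 with limma on log2(TPM + 1) and −0.25 on log2(TPM + 0.1), beside this shift of all genes. In the same order the astrocyte list was at −0.13, −0.32 and −0.33, the neural stem cell list at −0.19, −0.36 and −0.41, the oxidative phosphorylation molecules at −0.20, −0.42 and −0.42, and the development of oligodendrocytes at −0.023, −0.16 and −0.24. The mitochondrial list was at −0.18, −0.49 and −0.50, and between *Ncf1*-/- and WT NSCs at 0.16, 0.085 and 0.086. Limma on rescaled TPM gave it 0.23 between *Ncf1*-/- and WT NSCs and −0.28 between the treatments, and gave the oxidative phosphorylation molecules −0.054. It was 0.0085 between *Ncf1*-/- and WT NSCs with only the 2 groups and −0.0082 between the treatments with the block. The neuronal list between *Ncf1*-/- and WT NSCs was weaker at a mean of at least 5 CPM (−0.89) and with only the 2 groups (−0.34), where fewer genes or samples enter. The Y-linked covariate left the FA list at −0.021, licensing at −0.0023, the S phase at −0.019, the Brca1 molecules at −0.0033 and the mesenchymal list at 1.79, none of them called, and gave 0.33 for the G2/M phase (limma adjusted p = 0.0156, range over the alternatives 1.8e-05 to 0.751), 0.33 for the neuronal list (limma adjusted p = 0.0722), which was not called, and −0.15 for the astrocyte (0.0497) and 0.57 for the mitochondrial list (0.000309), which were. With fry the FA (−0.081), licensing (−0.12), S phase (−0.14), G2/M phase (−0.13) and Brca1 (−0.11) lists were not called between the treatments, while the neural stem cell (−0.36) and mesenchymal (1.28) lists between *Ncf1*-/- and WT NSCs and the development of oligodendrocytes between the treatments (0.245) were. With an estimated correlation no list was called, with adjusted p-values from 0.107 to 0.751 for those that camera had called. These were, between *Ncf1*-/- and WT NSCs, the FA (0.97), licensing (1.45), S phase (1.45), G2/M phase (1.94), oligodendrocyte (−3.81), neuronal (−0.36) and astrocyte (−1.45) lists, the Brca1 (1.08) and oxidative phosphorylation (0.48) molecules and the development of oligodendrocytes (−1.54). Between the treatments they were the FA (−0.081), licensing (−0.12), S phase (−0.14), G2/M phase (−0.13), mesenchymal (1.47) and Brca1 (−0.11) lists.

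Over the fits that each left out a library, lists between the treatments ran as follows. The FA list ran from −0.19 (Igfbp2-treated *Ncf1*-/- replicate 3) to −0.075 (*Ncf1*-/- replicate 2), licensing from −0.21 (Igfbp2-treated *Ncf1*-/- replicate 3) to −0.054 (*Ncf1*-/- replicate 4) and the S phase from −0.28 (Igfbp2-treated *Ncf1*-/- replicate 3) to −0.074 (*Ncf1*-/- replicate 4). Licensing was not called without *Ncf1*-/- replicate 4 or Igfbp2-treated *Ncf1*-/- replicate 4 (−0.059), nor the S phase without Igfbp2-treated *Ncf1*-/- replicate 4 (−0.10). The Brca1 molecules ran from −0.25 (Igfbp2-treated *Ncf1*-/- replicate 3) to −0.059 (*Ncf1*-/- replicate 4), the oxidative phosphorylation molecules from −0.0014 (Igfbp2-treated *Ncf1*-/- replicate 1) to 0.12 (*Ncf1*-/- replicate 1), the neuronal list from −0.21 (Igfbp2-treated *Ncf1*-/- replicate 3) to 0.075 (Igfbp2-treated *Ncf1*-/- replicate 1) and the mitochondrial list from −0.017 (Igfbp2-treated *Ncf1*-/- replicate 3) to 0.21 (*Ncf1*-/- replicate 2). Between *Ncf1*-/- and WT NSCs the neuronal list ran from −0.61 (WT replicate 3) to −0.21 (WT replicate 2) and the mitochondrial list from −0.21 (WT replicate 4) to 0.17 (WT replicate 1).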

Differences from the paper's values

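The tests of this part were all set before the results were seen, except where stated. The paper gives 4329 genes changed between *Ncf1*-/- and WT NSCs, and edgeR called 8978. Of the alternatives set before the data were examined, a log2 fold change of at least 1 (3246) and the study's own test on TPM (4329) came within 1.5 times of the paper's number, and the others did not.

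The log2 fold changes that the paper lists in its Supplementary Data are on another scale. For all 1410 genes whose rows are held here, they equal, within 0.001, the difference in log2(score + 1) between the group means of the score in the merged table (TPM multiplied by the number of transcripts), which was found after seeing the values. On log2(TPM + 1) of the group means, 500 to 514 of the 1410 did so in each comparison. On the scale of edgeR, the values of *Fanca* and *Rfc2* differed. For *Fanca* the paper's value between the treatments is −1.17488, against −0.69 (−1.1749 on the scale of the score), and limma on log2(TPM + 0.1), at −1.21, was the alternative that came within the error. The paper's *Fanca* value between Igfbp2-treated *Ncf1*-/- and WT NSCs is 0.450133, against 1.03 (0.45013 on the scale of the score), and the study's own test (0.31) and limma on log2(TPM + 0.1) (0.41) and rescaled TPM (0.57) came within the error. The study's own test on rescaled TPM (0.56), chosen after seeing the values, was also near. For *Rfc2* the paper's value between *Ncf1*-/- and WT NSCs is 1.07626, against 0.94 (1.0763 on the scale of the score), and library totals (1.12), the study's own test (1.04), limma on log2(TPM + 1) (1.04) and log2(TPM + 0.1) (1.08) and the fit without WT replicate 1 (0.99) came within the error. The paper's *Rfc2* value between the treatments is −0.54875, against −0.088 (−0.54875 on the scale of the score), and between Igfbp2-treated *Ncf1*-/- and WT NSCs 0.527513, against 0.85 (0.52751 on the scale of the score). For these the study's own test (−0.54 and 0.51) and limma on log2(TPM + 1) (−0.55 and 0.49) and log2(TPM + 0.1) (−0.57 and 0.51) came within the error. The other alternatives set before the data were examined did not come within the error.

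The paper states that *Atrip* was higher in *Ncf1*-/- than in WT NSCs, and it was not called (0.10, edgeR adjusted p = 0.318). It was called with library totals (0.28) and by the study's own test (0.29), with adjusted p-values over the alternatives from 0.0152 to 0.774. The paper states that the genes it names returned to WT levels with Igfbp2, and of the 5 reported here *Fancl* met the criteria for a restored gene with edgeR, while all 5 met them by the study's own test. *Fanca* also met them with limma on log2(TPM + 1) and log2(TPM + 0.1) and, chosen after seeing the values, the study's own test on rescaled TPM, and *Atrip* with library totals. *Fancc* met them with library totals, a mean of at least 5 CPM, only the 2 groups, the culture pair as a block, limma on log2(TPM + 1), log2(TPM + 0.1) and rescaled TPM, and without WT replicate 2, WT replicate 4 or Igfbp2-treated *Ncf1*-/- replicate 1. Between the treatments, *Fancc* was called lower with library totals, a mean of at least 5 CPM, only the 2 groups, the culture pair as a block, the study's own test and limma on log2(TPM + 1), log2(TPM + 0.1) and rescaled TPM. *Rfc2* and *Atrip* were called lower there with library totals, the study's own test and limma on log2(TPM + 1) and log2(TPM + 0.1). The restored genes went both ways, 338 higher and 494 lower in vehicle-treated *Ncf1*-/- NSCs, and 117 of them were among the 566 of the study's own test, of which 566 were higher.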

Other observations

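The tests of the chromosome of *Ncf1*, of dividing cells with random lists, of different animals and of mesenchymal cells were chosen only after the results were seen.

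Other splits of the libraries were fitted as the real groups were. Of the 35 splits of 8 libraries into 4 and 4, 1 gave as many genes for *Ncf1*-/- against WT NSCs, 1 for Igfbp2-treated *Ncf1*-/- against vehicle-treated and 1 for Igfbp2-treated *Ncf1*-/- against WT NSCs, which was the real split each time. The other splits called at most 0, 238 and 0 genes, against 8978, 3923 and 9801 in the real ones. Of 100 splits of the 12 libraries into 3 groups, 1 gave as many genes over the 3 groups (others at most 999) and 1 as many restored genes (others at most 400). Of the 8 splits that part the 4 culture pairs, 1 gave as many genes between the treatments, the real one, and the others at most 0.

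The genes called between *Ncf1*-/- and WT NSCs were weighed against DNA carried over with the *Ncf1* mutation and against gene length. Of the called genes, 6.75% lie on the chromosome of *Ncf1*, against 7.21% of the genes tested, so that 8372 lie elsewhere, and 15 of the 20 tested genes next to *Ncf1* were called, against 57.2% of all (two-sided Fisher exact p = 0.119). After a trend with gene length was removed (rank correlation −0.261 before and 0.0017 after), 8866 genes were called, 7520 of them also called before. Genes on the chromosome of *Ncf1* could not have been most of the calls, since they are 7.21% of the genes tested. Their share does not test effects of carried-over DNA on genes elsewhere. The trend with gene length does not account for most of the calls.

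FA genes outside the cell cycle lists followed the S phase genes within the groups, with r = 0.992 over the 12 libraries, while the oxidative phosphorylation molecules did not (r = −0.167, two-sided exact permutation p = 0.617). Of 1000 random lists matched to the FA genes, 0 had as high a correlation (median −0.410, highest 0.931). A larger share of dividing cells is a candidate explanation for the higher DNA repair genes in *Ncf1*-/- NSCs. A direct effect of the genotype on these genes was not tested apart from it.

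The effects of the genotype and of Igfbp2 had r = −0.0746 across genes, less negative than in each of 20 simulated data sets without an effect of Igfbp2 (−0.1415 to −0.0846). With disjoint vehicle-treated libraries, the median r was −0.0393, more negative than in each simulated data set treated alike (−0.0355 to 0.0182), and single divisions of these libraries ran from −0.0927 to 0.0179. The shared libraries cannot be told apart from effects that run against each other, since these tests point different ways. Between the treatments, 2.65% of the called genes lie on X or Y, against 3.40% of the genes tested. Genes on X or Y were thus not called more often than others. With 534 of them tested, they could not have been most of the 3923 calls. An effect of sex on genes of other chromosomes is not tested by this share. The median correlation of same-numbered cultures was −0.0400, against 0.0108 for different numbers. These correlations cannot decide the pairing, since littermates could deviate no more together than others. In each pair, the Y-linked genes stood at 105 to 115.5 CPM with vehicle and at 7.80 to 9.18 CPM with Igfbp2. *Xist* was higher with Igfbp2 in each pair. Unless cultures held both male and female cells, which stays open, this argues against the same animal behind both cultures of a pair. Different animals behind the groups cannot be told apart from the treatment.

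The 7 mesenchymal genes tested had a median log2 fold change of 1.47 between the treatments (camera adjusted p = 0.00175) and 1.28 between *Ncf1*-/- and WT NSCs (camera adjusted p = 0.141). All 7 were higher in Igfbp2-treated *Ncf1*-/- than in vehicle-treated libraries, *Tagln* at 17.1 against 4.06 CPM, *Fn1* at 57.5 against 20.7 CPM, *Acta2* at 13.3 against 6.14 CPM, *Col1a1* at 4.52 against 2.18 CPM, *Col3a1* at 3.60 against 2.90 CPM, *Col1a2* at 2.06 against 0.685 CPM and *Pdgfrb* at 1.31 against 0.315 CPM. Mesenchymal cells in the treated cultures could bring these, but 3 of the 7 reached a mean of 5 CPM in these libraries, which is too few to tell them apart from a change in the NSCs.

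*Nes* had a log2 fold change of 1.92 between *Ncf1*-/- and WT NSCs (SE 0.37, edgeR adjusted p = 0.000628) and 0.35 between the treatments (edgeR adjusted p = 0.494). *Cst3* had −1.70 (edgeR adjusted p = 2.15e-06) and −0.31 (edgeR adjusted p = 0.169), *Fancd2* 2.03 (edgeR adjusted p = 1.26e-06) and −0.01 (edgeR adjusted p = 0.964), and *Brca1* 1.26 (edgeR adjusted p = 0.00243) and −0.07 (edgeR adjusted p = 0.871). The study's own test did not call *Nes* (adjusted p-value 0.0691) or *Brca1* (0.0523) between *Ncf1*-/- and WT NSCs. Over the alternatives, their adjusted p-values ran from 6.88e-08 to 0.0691 and from 0.000104 to 0.0523. Between the treatments, *Cst3* was called lower with library totals (−0.59) and with limma on log2(TPM + 1) (−0.80) and log2(TPM + 0.1) (−0.81), and *Fancd2* with the latter 2 (−0.55 and −0.67). Over the alternatives, adjusted p-values there ran from 0.00125 to 0.711 for *Cst3* and from 0.0157 to 1 for *Fancd2*. *Kdm6a*, *Kdm5c* and *Nnt*, singled out after their values were seen, were among the 832 restored genes. Of 519 genes restored by the study's own test and tested by edgeR, 197 were called between the treatments and 338 between Igfbp2-treated *Ncf1*-/- and WT NSCs, with a median log2 fold change of −0.31 between the treatments.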
